# FSTL3 is a biomarker of poor prognosis and associated with immunotherapy resistance in ovarian cancer

**DOI:** 10.1186/s13046-025-03425-4

**Published:** 2025-09-30

**Authors:** Maeva Chauvin, Estelle Tromelin, Julien Roche-Prellezo, Hyshem H. Lancia, Marie-Charlotte Meinsohn, Caroline Coletti, Ngoc Minh Phuong Nguyen, Virginie Lafont, Henri-Alexandre Michaud, Ranjan Mishra, Nathalie Bonnefoy, Laurent Gros, David Pépin

## Abstract

High-grade serous ovarian carcinoma (HGSOC) is associated with high mortality rates due to late-stage diagnosis and limited treatment options. We investigated the role of FSTL3 in ovarian cancer progression both as a prognostic biomarker and as a potential therapeutic target.

We measured levels of follistatin (FST) and follistatin-like 3 (FSTL3) in 96 ovarian cancer patient ascites samples and found that FSTL3 overexpression was more predominant than FST and associated with poorer survival outcomes. Mice implanted with an HGSOC syngeneic cell line bearing common alterations in ovarian cancer (KRAS^G12 V^, P53^R172H^, CCNE1^oe^, AKT2^oe^) had increasing levels of FST and FSTL3 in serum during tumor growth. Further alteration of this model to generate a knockout of FST (KPCA.FSTKO) and an overexpression of human FSTL3 (KPCA.FSTKO_hFSTL3) revealed that FSTL3 expression was associated with a more fibrotic tumor microenvironment, correlating with an increased abundance of cancer-associated myofibroblasts (myCAFs), and cancer cells with a more mesenchymal phenotype. Tumors overexpressing FSTL3 also had significantly less immunocyte infiltration, reduced intratumoral T-cell abundance, and increased CD8+ T cell exhaustion. FSTL3 overexpression completely abrogated tumor response to PPC treatment (Prexasertib combined with PD-1 and CTLA-4 blockade) compared to controls, suggesting that FSTL3 may be involved in immunotherapy resistance.

In conclusion, this study suggests a role for FSTL3 as a prognostic marker and as therapeutic target in HGSOC, where it may play a role in promoting a mesenchymal tumor phenotype, maintaining an immunosuppressive tumor microenvironment, and driving immunotherapy resistance.

**Graphical Abstract:**

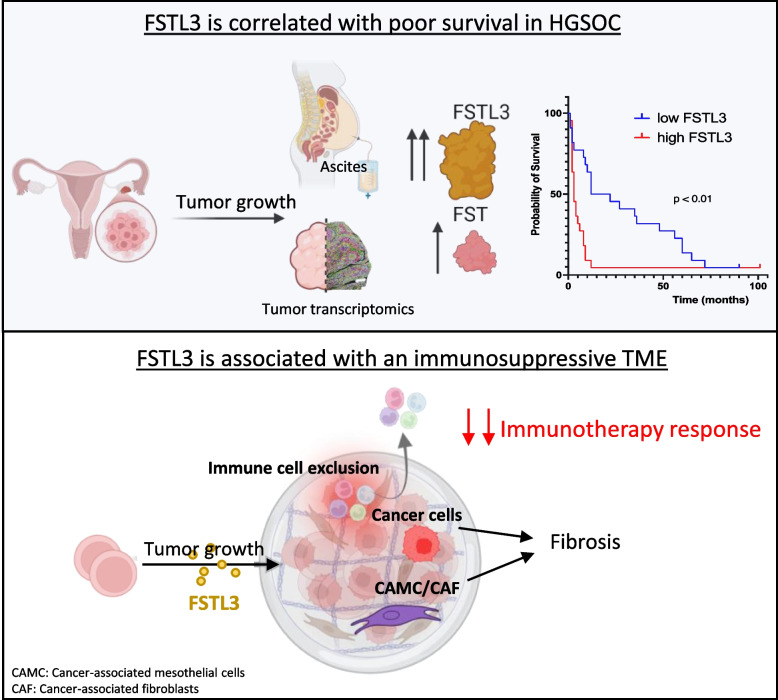

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-025-03425-4.

## Highlights

• High FSTL3 levels in patient ascites fluid is associated with poor outcomes in ovarian cancer.

• Serum levels of FSTL3 reflect tumor burden and therapy response in mice.

• Overexpression of *Fstl3* in a syngeneic mouse ovarian cancer model promotes a fibrotic tumor microenvironment and immunocyte exclusion.

• Overexpression of *Fstl3* in tumors induces resistance to Chk1 and immune checkpoint inhibitor combination therapy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-025-03425-4.

## Introduction

Ovarian Cancer is the 8th most common cancer among women worldwide [1, 2], with over 324,000 new cases and approximately 207,000 deaths reported in the world in 2022, making it the 5th leading cause of cancer-related mortality in women [1, 2]. Projections indicate that by 2050, the worldwide incidence of ovarian cancer will increase by over 55%, and the number of deaths due to ovarian cancer is set to rise by almost 70%, to a total of 350,956 per year [1, 2]. The high mortality rate is largely attributed to late-stage diagnosis, as the disease often presents with nonspecific symptoms. Ovarian carcinoma accounts for over 90% of all ovarian cancer cases, with high-grade serous ovarian carcinoma (HGSOC) being the most prevalent and aggressive subtype [3, 4]. The standard treatment for ovarian cancer remains debulking surgery combined with platinum-based chemotherapy. Despite optimal treatment, prognosis remains poor, with 70–80% of patients experiencing relapse, and a 5-year survival rate of only 17% for those diagnosed at advanced stages, primarily due to resistance to platinum-based therapies [5, 6].

Platinum-resistant recurrent HGSOC, particularly in BRCA wild-type cases (which represent approximately 75% of all HGSOC cases) poses a significant therapeutic challenge due to limited treatment options [7–9]. This highlights the urgent need to develop novel therapeutic agents. Despite the high prevalence of CD4+ and CD8+ T cells, immune checkpoint blockade therapies, designed to enhance anti-tumor immune responses, have demonstrated limited efficacy in ovarian cancer [10–12]. This may be attributed to the tumor microenvironment, which is adept at suppressing immune responses through immunosuppressive cells and cytokines, thereby driving immunotherapy resistance [13–15].

Recent advancements in preclinical models have provided valuable insights into such treatment resistance. The KPCA syngeneic mouse model of CCNE1-amplified HGSOC bears KrasG12 V and Trp53R172H mutations and overexpresses Ccne1 and Akt2 [16]. We have previously observed significant variability in therapeutic responses among genetically identical cell line clones of KPCA treated with a combination of immunotherapy (anti-PD-L1/CTLA-4) and targeted therapies (Prexasertib, a CHK1 inhibitor) collectively referred to as PPC, ranging from clones with complete sensitivity (KPCA.B) to complete resistance (KPCA.C). When comparing the transcriptomes of these clones we identified follistatin (FST) as a potential immunomodulatory factor overexpressed in tumors through epigenetic means and associated with resistance to PPC treatment [16]. To further investigate the mechanisms underlying this resistance, the follistatin gene was deleted in KPCA.C resistant clone (KPCA.FSTKO), which restored sensitivity to PPC; likewise, overexpression of FST in the sensitive KPCA.B clone (KPCA.B-FST^OE^) rendered it resistant to PPC treatment [16]. We hypothesized that follistatin overexpression inhibits immune responses, and thus promotes immunotherapy resistance, through the neutralization of TGF-β superfamily ligands, such as Activin A, which play a critical role in regulating multiple cells of the tumor microenvironment (TME), including cancer cells and immunocytes [17, 18]. Elevated follistatin expression in tumors was associated with worse overall survival in CCNE1-amplified HGSOC, and its presence in blood may serve as an early diagnostic marker for ovarian cancer [19].

Building on these findings, we sought to investigate the role of follistatin-like-3 (FSTL3), a close paralog of FST with overlapping TGF-β superfamily ligand affinity [20]. A recent study in colorectal cancer suggested that FSTL3 may contribute to immune evasion and showed that FSTL3 overexpression in malignant cells was linked to poor clinical survival outcomes with anti-PD1 therapy [21]. In immunocompetent tumor models, FSTL3 knockout led to an increased proportion of CD8+ T cells and a reduction in regulatory T cells and exhausted T cells, improving the efficacy of anti-PD1 therapy [21]. These data suggest that FSTL3 could serve as both a biomarker for immunotherapeutic efficacy and a novel therapeutic target to sensitize tumors to anti-PD1 treatment [21].

This study aimed to understand how FSTL3 contributes to ovarian tumor development and aggressiveness, and if it regulates the tumor immune microenvironment. We explored the role of FSTL3 independently of FST by overexpressing human FSTL3 in the KPCA.FSTKO cell line, which we will refer to as KPCA.FSTKO_hFSTL3. Herein, we found that overexpression of FSTL3 changed the tumor microenvironment, leading to increased fibrosis and immune exclusion, and caused resistance to combination immunotherapy (PPC treatment).

## Results

### Clinical Investigation of FST and FSTL3 in Ovarian Cancer: Insights from Patient Samples 

Analysis of The Cancer Genome Atlas (TCGA) datasets revealed that FSTL3 was associated with poor survival outcomes in multiple cancers, including ovarian, colorectal, pancreatic and lung cancers (Fig. 1A); in comparison, FST had a weaker correlation of poor prognosis for ovarian cancer (Fig. 1B). To evaluate the relative expression of FST and FSTL3 in ovarian cancer, we measured the concentrations of these proteins by ELISA in 96 ascites samples from 77 patients with various peritoneal tumors of ovarian cancer and other origins, both chemo-naïve and treated (Supplementary Material 2, Table S1). We found that FST expression in ascites (mean: 42.5 ng/ml) was substantially elevated, ranging from 10- to 139-fold higher compared to reported values in normal peritoneal fluid (1.8 ng/mL) and blood serum (3.5 +/- 0.2 ng/ml) [22], or ascites of endometrioma patients (9.8ng/ml) [19, 23]. Furthermore, FSTL3 levels in ascites (mean: 130.9ng/ml) were significantly higher than those of FST (*p*<0.0001), with a mean fold increase of 5.14 (Fig. 1C) (Supplementary Material 2, Table S1). Although normal FSTL3 concentrations in peritoneal fluid are not well documented, these levels ranged from 10- to 100-fold higher than typical serum concentrations reported in the literature (mean: 3.4 ng/ml) [24].

**Fig. 1:**
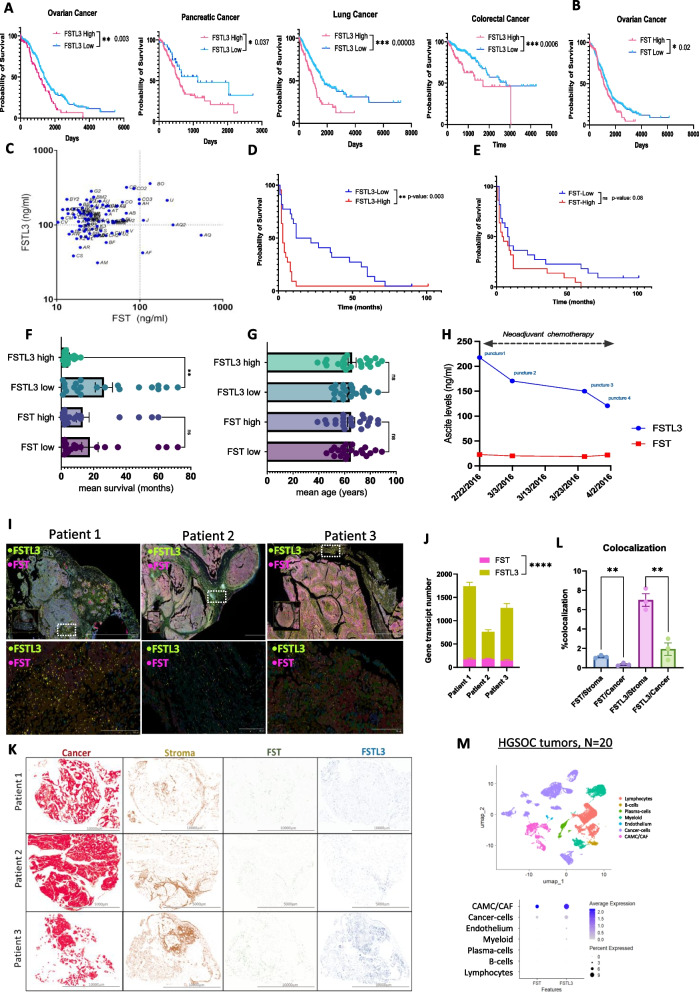
FSTL3 is overexpressed in ascites and ovarian tumor sections and is associated with poor survival. **A** Kaplan-Meier survival plots comparing patient populations with low and high FSTL3 and **B** FST transcriptomic expression according to TCGA datasets. **C** Concentration of FST and FSTL3 in 96 ascites samples from patients with various ovarian cancer subtypes. **D**,**E** Kaplan-Meier survival curves comparing low and high FST and FSTL3 protein levels in 44 patients with HGSOC, BRCA1/2 mutation-negative (groups defined by median expression levels). **F** Mean survival (in months) comparing patients with low and high FST and FSTL3 levels from panels **D**,**E**. **G** Mean age distribution across groups from panel **D**,**E**. **H** FST and FSTL3 protein levels measured in ascites during neoadjuvant chemotherapy in a 44-year-old patient with HGSC. **I** Spatial transcriptomics was performed on HGSOC tissue samples from three patients using the Xenium platform (10X genomics). Representative sections showing the spatial distribution of expression of FST and FSTL3 transcripts within the tissue microenvironment. **J** Number of transcripts of FST and FSTL3 across 12 images covering the entire tumor area per patient (*N*=3). **K** Spatial expression of markers of cancer cells (Epcam+, red color), stroma (Upk3b+, Acta2+, Pdgfr+, brown color), and FST (green color) and FSTL3 (blue color) in whole tumor sections. **L** Quantification of colocalization by representing the percentage of area overlap between FST or FSTL3 and either stromal or epithelial markers. **M** UMAP and Dot plot showing the expression of FST and FSTL3 in cell populations from 20 treatment-naïve human ovarian tumors (HGSOC) (*N*=20)

#### High FSTL3 levels in ascites are associated with poor survival outcomes in HGSOC

Next, we sought to examine the correlation between FST and FSTL3 levels in ascites and overall survival. To reduce variability and improve clinical relevance, we focused our analysis on a more homogenous group of 44 patients with high-grade serous ovarian cancer and BRCA wild-type genotype. We found that elevated FSTL3 levels were significantly associated with reduced survival rates (*p*=0.0035) (Fig. 1D). Notably, when dividing patients into two groups based on the median FSTL3 expression (median = 109.8 ng/mL, IQR [75.65–143.5]), the group with higher FSTL3 levels had a significantly shorter mean survival of 4.38 ± 0.67 months, compared to 26.33 ± 5.33 months in the group with lower FSTL3 levels (*p<*0.01) (Fig. 1F).

Although the correlation between FST levels and survival was less pronounced (*p* = 0.088) (Fig. 1E), we observed a mean survival of 17.7 ± 5.06 months in the group with lower FST expression (median = 26.00 ng/mL, IQR [21.35–38.21]), compared to 13.23 ± 3.96 months in the group with higher FST expression (Fig. 1F). However, this difference was not statistically significant. These findings were consistent with previous TGCA analysis (Fig. 1A/B). Importantly, no significant correlation was observed between patient age and the expression levels of either FST (mean: 42.5ng/ml) or FSTL3 (mean: 130.9ng/ml) (Fig. 1G, Supplementary Material 2, Table S1). Finally, when FST and FSTL3 levels were measured in ascites samples from a 44-year-old patient with HGSOC during her course of neoadjuvant chemotherapy (Carboplatin-Taxol), a reduction in FSTL3 but not FST levels was observed over time (Fig. 1H), suggesting FSTL3 concentration in ascites fluid may better reflect response to therapy.

#### FST and FSTL3 are predominantly secreted by tumor stromal cells

Next, we aimed to investigate the expression levels of FST and FSTL3 in human ovarian tumor tissues. To achieve this, we employed spatial transcriptomic analysis using the Xenium platform, a cutting-edge technology that enables high-resolution mapping of gene expression on tissue slides. Tissue sections were obtained from three treatment-naive high-grade serous ovarian cancer (HGSOC) tumors. We quantified gene transcripts using the Xenium analysis software, with transcript counts averaged across 12 non-overlapping regions of interest per patient to ensure a comprehensive representation of all tumor areas and capture sample heterogeneity within the tumor microenvironment (Fig. 1I,J). Across the three patients analyzed, the mean transcript count for FSTL3 was 1094.64, which was significantly higher than FST with a mean transcript count of 161.75 (Fig. 1J). These findings highlight the predominance of FSTL3 expression in tumor tissues, which parallels our findings in ascitic fluid.

We next investigated the spatial pattern of expression of FST/FSTL3 to understand the relative contributions of cancer cells and stromal cells to their secretion in the TME. The mapping of key tumor microenvironmental markers revealed a preferential localization of FST and FSTL3 within the stromal compartment (Fig. 1K/L). Cancer cells, identified by Epcam expression (red staining), showed minimal expression of both factors, with colocalization below 2%. In contrast, stromal regions positive for markers such as Upk3b (CAMC), Acta2, and Pdgfr (CAF) (brown staining) exhibited high FST (green) and FSTL3 (blue) signals, with colocalization reaching up to 4% and 8% respectively, suggesting that these proteins are primarily secreted by stromal cells (Fig. 1K). Quantification of colocalization was performed using the Coloc2 plugin in ImageJ and corresponds to the percentage of area overlap between FST or FSTL3 and either stromal or Epcam markers. To further validate this observation, we analyzed the expression of FST and FSTL3 at the single-cell level in a cohort of 20 treatment-naïve high-grade serous ovarian carcinoma (HGSOC) tumors (datasets GSE235931 and GSE241221). Dot plot analysis demonstrated that FST and FSTL3 were expressed in stromal cell populations of cancer-associated mesothelial cells (CAMC) and cancer-associated fibroblasts (CAF), at a higher level than in cancer cells (Fig. 1L). These findings suggest that stromal cells are the primary source of FST and FSTL3 secretion in the ovarian tumor microenvironment.

#### Serum levels of FST and FSTL3 increase during tumor growth in mice

To determine if FST and FSTL3 serum levels correlate with tumor growth and can serve as biomarkers of tumor burden, we monitored their levels in a syngeneic mouse model of CCNE1-amplified high-grade serous carcinoma (KPCA.C cell line clone), which we have previously reported secretes FST (~50pg/ml in KPCA supernatant) [25]. To better mimic the post-menopausal status of most HGSOC patient, and control for the high ovarian secretion FST [26], we included oophorectomized mice in our measurements of serum levels of FST and FSTL3 by ELISA (Fig. 2). The KPCA cells were injected 3 weeks after the oophorectomy was performed. Blood samples were collected through submandibular vein puncture (cheek blood) and via cardiac puncture at endpoint.

**Fig. 2:**
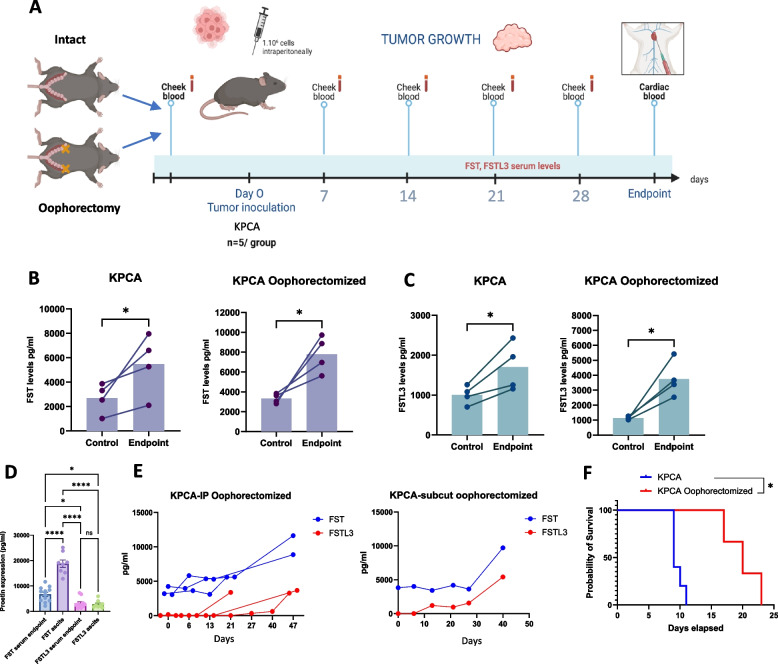
FST and FSTL3 serum levels correlate with tumor growth. **A** In vivo experimental design outlining the timepoints of blood collection during tumor growth following implantation with KPCA.C cells in mice after oophorectomy, or in intact mice. **B**,**C** Serum levels of FST and FSTL3 in intact and oophorectomized mice before grafting and at endpoint. **D** ELISA measurements of FST and FSTL3 expression in serum at endpoint and in ascites. **E** Serum levels of FST and FSTL3 during tumor progression in mice injected intraperitoneally (IP) with KPCA cells (*N* = 3) or bearing subcutaneous KPCA grafts (*N* = 1), all in oophorectomized mice. **F** Kaplan–Meier survival curves comparing KPCA graft models in intact versus oophorectomized mice

We observed a significant increase in FST and FSTL3 serum levels by ELISA at endpoint compared to pre-graft levels in the KPCA tumor bearing mice (Fig. 2A, B) (*N*=4 mice per group). Similarly, in oophorectomized mice, FST and FSTL3 levels rose significantly during tumor growth. Surprisingly, oophorectomy in mice did not significantly alter the FST concentration between the pre-graft and endpoint measurements, suggesting there may be other confounding sources of FST. In addition, we compared the levels of both proteins in serum and ascites collected at endpoint. Surprisingly, FST concentrations were higher in ascites than in serum, whereas FSTL3 levels were similar in both fluids (Fig. 2D). This result suggests that FST may have limited diffusion into the bloodstream due to its binding to components in the ascites or faster degradation in the serum.

Longitudinal monitoring of FST and FSTL3 in serum, regularly tracked during tumor growth, revealed a similar upward trend for both proteins over time (Fig. 2E). Interestingly, ovariectomized mice grafted with KPCA cancer cells exhibited a significant prolongation of survival (*p*<0.05) compared to intact mice, suggesting an influence of ovarian hormones in promoting tumor growth (Fig. 2F).

#### FSTL3 Overexpression induces resistance to PPC treatment

To better understand the consequence of FSTL3 overexpression on ovarian tumor growth and response to therapy (Fig 3E), we used the parental cell line KPCA.FSTKO to generate a cell line overexpressing human FSTL3 (KPCA.FSTKO_hFSTL3). Gene expression analysis by qPCR (Fig. 3A) confirmed the complete loss of *Fst* expression in both KPCA.FSTKO and KPCA.FSTKO-hFSTL3 cells, while endogenous murine *Fstl3* expression remained low and unchanged in both cell lines. Human FSTL3 expression was detected exclusively in KPCA.FSTKO-hFSTL3 cells (Fig. 3A).

**Fig. 3:**
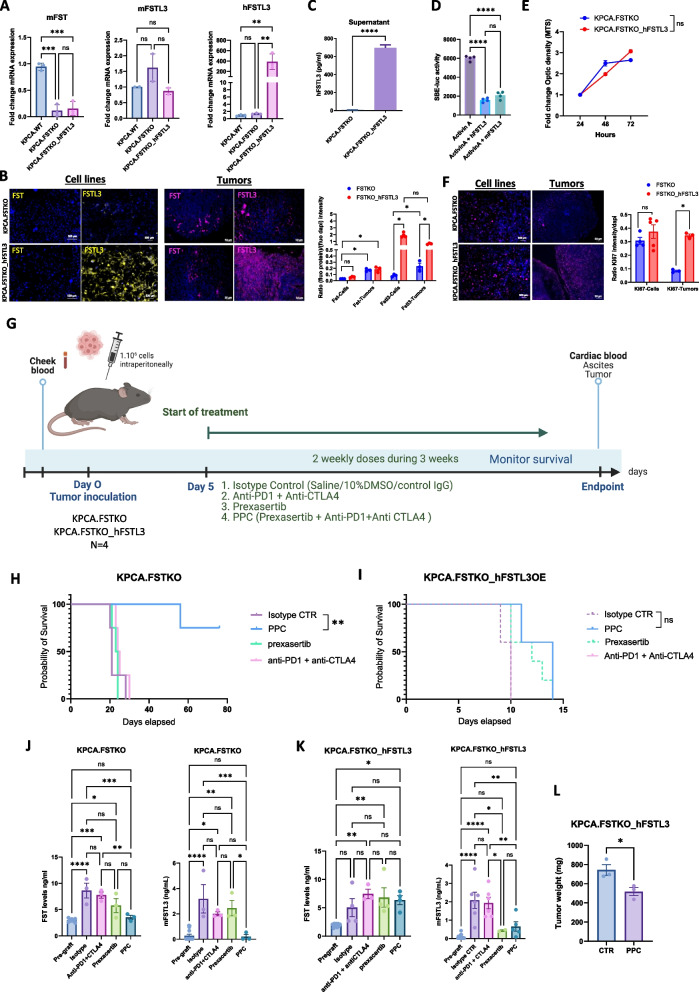
FSTL3 overexpression causes immunotherapy resistance. **A** qPCR analysis of mouse Fst (mFST), mouse Fstl3 (mFSTL3), and human FSTL3 (hFSTL3) expression in KPCA wild-type (WT), KPCA.FSTKO, and KPCA.FSTKO-hFSTL3 models. **B** Representative images and quantification of FST and FSTL3 protein expression in cell lines and tumors from KPCA.FSTKO and KPCA.FSTKO-hFSTL3 models. Fluorescence intensity was quantified using ImageJ software and normalized to DAPI signal. **C** ELISA measurement of hFSTL3 levels in the supernatant of KPCA.FSTKO and KPCA.FSTKO-hFSTL3 cells. **D** SBE-luciferase reporter cells, which express a Smad-binding element (SBE)-driven luciferase construct, were used to measure Activin A signaling activity. Cells were stimulated with recombinant mouse Activin A (1ng/mL) in the presence or absence of recombinant human FSTL3 or murine FSTL3 (2ng/ml). Luciferase activity was measured 16 hours post-stimulation. **E** MTS proliferation assay comparing KPCA.FSTKO and KPCA.FSTKO-hFSTL3 models over time (24 h, 48 h, and 72 h). **F** Representative images and quantification of FST, FSTL3, and Ki67 protein expression in cell lines and tumors from KPCA.FSTKO and KPCA.FSTKO-hFSTL3 models. Fluorescence intensity was quantified using ImageJ software and normalized to DAPI signal. **G** In vivo experimental design outlining the treatment groups and methodology used to evaluate PPC immunotherapy response. **H** Validation of hFSTL3 overexpression by ELISA comparing the supernatant of media conditioned by the KPCA.FSTKO parental and chosen KPCA.FSTKO_hFSTL3 clone. **I** Kaplan-Meier survival curves comparing the survival outcomes of KPCA.FSTKO and **J**) KPCA.FSTKO_hFSTL3 models following treatment with control (IgG isotype + vehicle), Prexasertib, anti-PD1 + anti-CTLA4, or the PPC triple combination (Prexasertib + anti-PD1 + anti-CTLA4) by intra-peritoneal injections 2 times/week (*N*=4/groups) **K**) Comparison of FST and FSTL3 serum levels pre-graft and at endpoint across all treatment groups in KPCA.FSTKO and **F**) KPCA.FSTKO_hFSTL3 grafted mice. L) Tumor weight at endpoint (day 10) in the KPCA.FSTKO_hFSTL3 model treated or not with PPC

Protein expression was further assessed by immunofluorescence in both cell lines and in tumors. Quantification in cell lines confirmed the knockout of FST and low expression of FSTL3, while in tumors, FST and FSTL3 expression were significantly higher in KPCA.FSTKO tumors, indicating stromal-derived expression within the tumor microenvironment (Fig. 3B). Secretion of human FSTL3 protein into the culture supernatant was also confirmed by ELISA (Fig. 3C).

Next, we assessed whether human FSTL3 could inhibit mouse Activin A ligand, and found that it had a similar inhibitory efficacy as murine FSTL3 (Fig. 3D). We also evaluated cell proliferation using MTS assays, which showed no significant difference in proliferation between KPCA.FSTKO and KPCA.FSTKO-hFSTL3 cells (Fig. 3E), a result further supported by immunofluorescence analysis of Ki67 expression in these cell lines (Fig. 3F). In contrast, staining of tumor sections revealed higher Ki67 expression in KPCA.FSTKO-hFSTL3-derived tumors than in KPCA.FSTKO controls (Fig. 3F). These results suggest non-cell-autonomous proliferative effects of FSTL3 in the TME.

Next we sought to understand if FSTL3 overexpression could phenocopy the effect of FST on immunotherapy resistance in the KPCA model. The KPCA.C syngeneic clone is inherently resistant to PPC treatment, which includes a combination of anti-PD1 (50ug), anti-CTLA4 (50ug), and the CHK1 inhibitor Prexasertib (10 mg/kg), treated with two IP injections per week [16]. Previous findings indicated that the KPCA.FSTKO model, achieved through genetic ablation of *Fst* in KPCA.C, restored the sensitivity to PPC treatment [16]. We hypothesized that FSTL3, being a close homolog of FST, could also induce resistance to PPC. As previously reported, we found that individual therapies such as Prexasertib, or a combination of immune checkpoint blockade alone (anti-PD1 plus anti-CTLA4) were not sufficient to prolong the survival of mice implanted with KPCA.FSTKO cells. However, the combination of all three therapies (anti-PD1 plus anti-CTLA4 plus Prexasertib) or “PPC” was synergistic and significantly improved survival with 80% of the mice tumor-free at the end of the study (*p*<0.01) (Fig. 3G).

In contrast, overexpression of FSTL3 caused resistance to PPC in our KPCA.FSTKO_hFSTL3 model (Fig. 3H), indicating that overexpression of FSTL3 phenocopies FST-mediated resistance to PPC, which failed to significantly improve overall survival, albeit leading to slightly smaller tumors at endpoint (F ig. 3I).

#### PPC therapy restores physiological FST and FSTL3 levels

We next sought to determine if the therapeutic response to PPC, and the corresponding decrease in tumor burden would be reflected in FST or FSTL3 levels in serum at endpoint. We observed significant increases in FST and FSTL3 levels when comparing pre-graft levels (FST 2.9 ng/ml, FSTL3 0.15 ng/ml) to endpoint levels following grafting with KPCA.FSTKO cells and treatment with either isotype + vehicle control (FST 8.6 ng/ml, FSTL3 3.1 ng/ml), anti-PD1 + anti-CTLA4 (FST 7.7 ng/ml; FSTL3 2 ng/ml), or Prexasertib (FST 5.7 ng/ml; FSTL3 2.45 ng/ml) alone, reflecting the muted effect of these treatments on survival. In contrast, PPC treatment significantly reduced FST and FSTL3 levels compared to isotype control and restored both FST (~3.5ng/ml) and FSTL3 (~0.19ng/ml) to physiological levels (Fig. 3J).

In the mice grafted with KPCA.FSTKO_hFSTL3 cells, none of the treatments caused significant changes in the FST levels, suggesting overexpression of hFSTL3 induced resistance to PPC treatment in these tumors (Fig. 3K). Interestingly, when measuring endogenous mouse FSTL3 levels with a species-specific ELISA, we observed a significant reduction in concentration with prexacertib and PPC compared to isotype control (Fig. 3K). This decline in murine FSTL3 may be due to a modest effect of PPC treatment on tumor burden reduction (fold change: 1.31), as observed at endpoint (*p* < 0.05), which failed to change survival (Fig. 3L).

#### FSTL3 promotes tumor growth and is associated with a more fibrotic microenvironment

To investigate the consequences of FSTL3 on tumor growth, we compared KPCA.FSTKO and KPCA.FSTKO_hFSTL3 derived tumors. Following implantation intraperitoneally at 1.10^6 cells/mouse, we observed that FSTL3 overexpression led to a 50% higher tumor mass in mice compared to the KPCA.FSTKO cells at day 10 post-graft (Fig. 4A). Additionally, survival analysis revealed a significant decrease in the survival of mice bearing KPCA.FSTKO_hFSTL3 derived tumors compared to those implanted with KPCA.FSTKO (Fig. 4B).

**Fig. 4:**
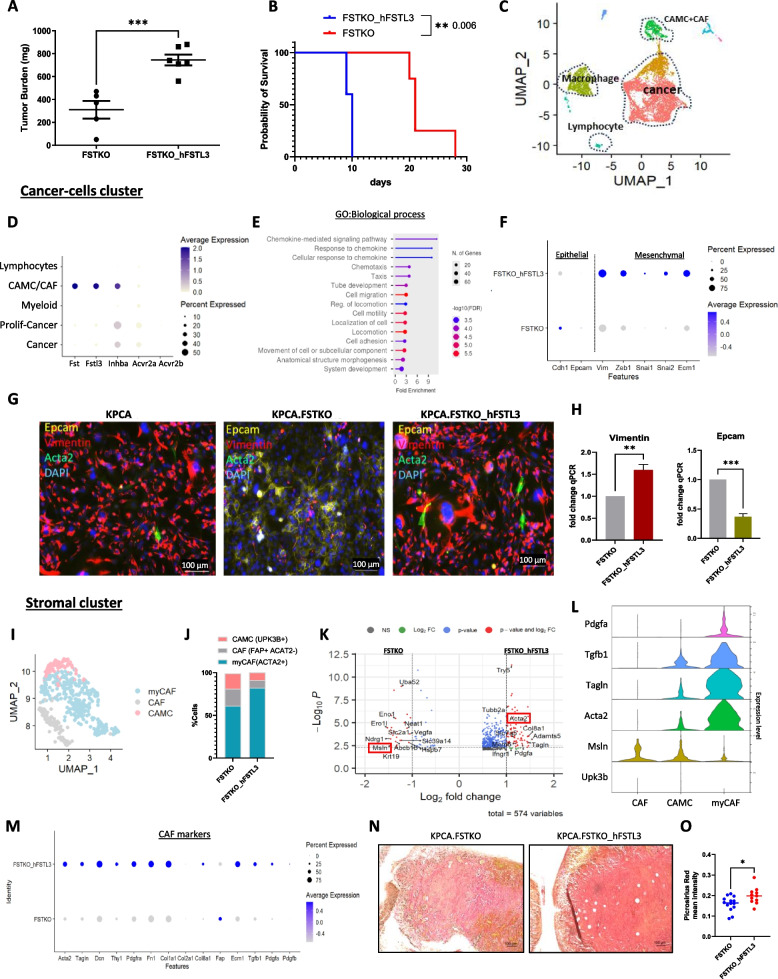
Overexpression of FSTL3 increases tumor development and is associated with a fibrotic microenvironment. **A** Tumor mass of KPCA.FSTKO and KPCA.FSTKO_hFSTL3 model harvested from the peritoneal cavity of mice at endpoint. **B** Kaplan Meier of the survival of KPCA.FSTKO and KPCA.FSTKO_hFSTL3. **C** UMAP of cell populations from the scRNA seq of KPCA.FSTKO and KPCA.FSTKO_hFSTL3. **D** DotPlot representing the transcript expression levels of *Fst*, *Fstl3*, *Inhba*, *Acvr2a*, and *Acvr2b* across different cell identities within the tumor microenvironment of KPCA.FSTKO and KPCA.FSTKO_hFSTL3 models from scRNAseq. Dot size corresponds to the percentage of cells expressing the gene. Dot color intensity indicates average expression level, with darker colors representing higher expression. **E** Pathway analysis (GO biological process) of differential gene expression between KPCA.FSTKO and KPCA.FSTKO_hFSTL3 cancer cell clusters. **F** Dot plot illustrates the expression patterns of key EMT-related genes in cancer cell cluster from KPCA.FSTKO and KPCA.FSTKO_hFSTL3. **G** Representative images show the expression of EPCAM (epithelial marker, yellow), Vimentin (mesenchymal marker, red), ACTA2 (myofibroblast marker, green), and nuclei stained with DAPI (blue) by immunofluorescence. **H** RT-qPCR of *Epcam* and *Vimentin* expression of both KPCA.FSTKO and KPCA.FSTKO_hFSTL3. **I** UMAP of cluster showing the diverse subclusters of stromal compartment including Cancer Associated Mesothelial Cells (CAMC), Cancer Associated Fibroblasts (CAF) and myofibroblasts (myCAF). **J** Proportion (% cells) for each subcluster (CAMC, CAF, myCAF) in KPCA.FSTKO and KPCA.FSTKO_hFSTL3 of the total TME. **K** Volcano Plot of differential gene expression between the KPCA.FSTKO and KPCA.FSTKO_hFSTL3 stromal clusters. **L** VlnPlot showing the expression of secreted factors (TGFB1 & PDGFA) in CAMC (UPK3 K+, MSLN+) and myCAF subtypes (ACTA2+, TAGLN+). **M** DotPlot representing a panel of CAF markers including collagen, extracellular matrix organization and secreted factors transcripts. **N** Image representative tumor section of KPCA.FSTKO and KPCA.FSTKO_hFSTL3 stained with Sirius red. **O** Quantification of Sirius red staining *N*=10)

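Tumors from mice grafted with each cell line, described as omental in the deposited sample records, were dissociated at day 10 post-graft, 4 tumors per genotype were pooled, and 1 library per genotype was made, in which every droplet carries a barcode and unique molecular identifiers (UMIs) count each captured transcript. KPCA is a mouse ovarian cancer cell line. KPCA.FSTKO cells lack the follistatin gene Fst, and KPCA.FSTKO_hFSTL3 cells were derived from them by adding a human FSTL3 transgene. The authors aligned the reads to the mouse reference mm10 (GRCm38) with Cell Ranger and deposited raw UMI counts of 32285 genes, listed by symbol and Ensembl identifier, in each barcode called as a cell. The KPCA.FSTKO library held 168214773 UMIs with a median of 16368 per barcode, and the KPCA.FSTKO_hFSTL3 library held 80391504 UMIs with a median of 15122.5. The median mitochondrial share of a barcode's UMIs was 3.71% and 10.7%, respectively. With 1 library per condition no value below has a replicate check and no test between the conditions was made. The 95% intervals given with the values (exact Poisson for summed UMIs, Clopper-Pearson for shares, conditional binomial for ratios) cover counting error only. After the filters of the methods, 6777 KPCA.FSTKO and 4041 KPCA.FSTKO_hFSTL3 cells were clustered together with Seurat's default settings, leaving out of the variable genes those that the study names, which gave 21 clusters. Clusters were called X-like from fixed lists of marker genes, and since the rule that turns markers into names was revised after the clusters were seen, a difference from the study's populations may come from names rebuilt here. Cancer-like cells made up 59.9% (95% interval 58.7 to 61.1%) of KPCA.FSTKO cells and 4.45% (3.84 to 5.14%) of KPCA.FSTKO_hFSTL3 cells. Stromal-like cells, a single cluster of fibroblast, myofibroblast and mesothelial cells, made up 6.51% (441 cells) and 1.58% (64 cells). Macrophage-like cells made up 14.8% and 4.16%. In the KPCA.FSTKO_hFSTL3 library 86.9% of the cells (85.9 to 88.0%), against 0.590% in KPCA.FSTKO, lay in 4 clusters kept out of every class. Each of them had at least 2 pancreatic acinar genes among its top 10 genes, and the largest also had raised macrophage and myofibroblast markers. They are called mixed clusters, and the rule that set them apart was written after the clusters were seen. A cluster found mostly in 1 library may reflect that library and not a cell type. Clusters of low UMI count, also unnamed, held 9.52% and 0.916% of cells, and a cluster with fewer than 3 raised markers of any class held 1.33% and 0.198%. Doublets were kept, as the methods name no doublet step. The alternative that moved the class shares most counted the mixed clusters as cancer-like and gave 91.4% cancer-like cells in KPCA.FSTKO_hFSTL3. In the alternatives set before the data were examined, 24.3 to 48.6% of KPCA.FSTKO cells were cancer-like, all below the 59.9% given here.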

To investigate the consequence of FSTL3 overexpression on the composition of the TME we conducted an scRNAseq experiment in the KPCA.FSTKO and KPCA.FSTKO_hFSTL3 tumor models (day 10 post-graft) (Fig. 4C). We hypothesized that FSTL3 overexpression in cancer cells not only modifies the cancer cell phenotype, but also modulates immunotherapy response through its action on stromal cell types of the tumor microenvironment. Thanks to the use of a human *hFSTL3* transgene in the KPCA.FSTKO_hFSTL3 model, we were able to discriminate endogenous murine sources of *Fstl3* in the tumor microenvironment. 

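Mouse Fstl3 (ENSMUSG00000020325, chromosome 10 of GRCm38 from 79777272 to 79782630) is the gene that the deposited counts report, since the reads were aligned to a mouse reference. In cancer-like cells 1426 Fstl3 UMIs were counted in the KPCA.FSTKO library and 75 in the KPCA.FSTKO_hFSTL3 library, from class totals of 114218879 and 8680180 UMIs. Relative to all UMIs of the class, these are 12.5 CPM (counts of the gene scaled to the class total; 95% interval 11.8 to 13.2) and 8.64 CPM (6.80 to 10.8), a log2 ratio of KPCA.FSTKO_hFSTL3 over KPCA.FSTKO of -0.53 (-0.89 to -0.20). Mouse Fstl3 was therefore not higher in the cancer-like cells that carry the human transgene. The median log2 ratio over the 13113 genes compared in these cells was 0.02. Scaling the sums by the trimmed mean of M-values (TMM) shifts every log2 ratio in cancer-like cells by -0.11.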

Transcriptomic analysis of KPCA.FSTKO and KPCA.FSTKO_hFSTL3-derived tumor revealed that endogenous mouse *Fst* and *Fstl3* were predominantly expressed by cancer-associated mesothelial and fibroblast cells, which are major components of the stromal tumor microenvironment (Fig. 4D). In contrast, activin A (*Inhba*), one of the main ligands bound by both FST and FSTL3 was primarily secreted by cancer cells, while its type II receptors (*Acvr2a, Acvr2b*) were highly expressed in both cancer cells and fibroblasts (Log2 FC > 0.5) (Fig. 4D).

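Mouse Fst (chromosome 13, 114452290 to 114458951), the gene deleted in both cell lines, still had 599 UMIs in the 4061 cancer-like cells of KPCA.FSTKO and 89 in the 180 of KPCA.FSTKO_hFSTL3, or 5.24 and 10.3 CPM. In stromal-like cells its level was 124 CPM (95% interval 116 to 132) and 180.3 CPM (160.0 to 203), which is 23.6 times (21.3 to 26.2) and 17.6 times (13.8 to 22.6) that of cancer-like cells of the same library. Fstl3 was at 68.5 CPM (62.7 to 74.7) and 57.1 CPM (46.0 to 70.2) in stromal-like cells, 5.49 times (4.95 to 6.07) and 6.61 times (4.81 to 9.11) its level in cancer-like cells. Among the named stromal sub-clusters of KPCA.FSTKO, Fst was at 196 CPM in myCAF-like and 27.8 CPM in CAMC-like cells. Fstl3 was at 79.4 and 24.3 CPM. In KPCA.FSTKO_hFSTL3 the myCAF-like and CAMC-like levels of Fst were 310.3 and 70.5 CPM. The CAF-like sub-cluster, with 11 and 6 cells, held 6 and 2 Fst UMIs and 1 Fstl3 UMI in each library. A Fst UMI was found in 42.9% of stromal-like cells of KPCA.FSTKO (median depth 16373 UMIs) and 62.5% of those of KPCA.FSTKO_hFSTL3 (23078 UMIs). After thinning each cell to 1000 UMIs, which leaves out 13 and 1 stromal-like cells, these shares were 8.18% and 12.7%. In macrophage-like cells, which give the background from free RNA (median depth 12460 and 17981 UMIs), the shares were 1.40% and 4.17%, and 0.204% and 1.19% after thinning. Their Fst level was 1.62 CPM (1.01 to 2.45) and 2.99 CPM (1.37 to 5.67), below that of cancer-like cells in both libraries. After thinning, 0.643% and 1.67% of cancer-like cells had a Fst UMI, with intervals that overlap those of macrophage-like cells. Taken over each library, 59.3% of the Fst UMIs of KPCA.FSTKO lay in stromal-like and 38.0% in cancer-like cells, while 25.3% of its Fstl3 UMIs lay in stromal-like and 69.6% in the more numerous cancer-like cells. In KPCA.FSTKO_hFSTL3 the mixed clusters held 73.5% of the Fst and 76.6% of the Fstl3 UMIs. Stromal-like cells held 19.2% and 11.1%, and cancer-like cells 6.01% and 9.27%. Across the alternatives the log2 ratio of stromal-like over cancer-like Fst in KPCA.FSTKO_hFSTL3 moved most when the mixed clusters were counted as cancer-like, to 3.28.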

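Inhba (ENSMUSG00000041324, chromosome 13, 16011851 to 16031621) encodes the activin A subunit. Its level was 65.6 CPM (95% interval 64.1 to 67.1) in cancer-like and 124 CPM (117 to 133) in stromal-like cells of KPCA.FSTKO, and 128 CPM (121 to 136) and 400.0 CPM (369 to 433) in KPCA.FSTKO_hFSTL3. The level in stromal-like cells was thus 1.90 times (1.77 to 2.03) and 3.12 times (2.83 to 3.45) that in cancer-like cells. Without the 5% of barcodes with most Inhba UMIs in each class, the ratio was 1.41 (1.27 to 1.55) in KPCA.FSTKO and 1.19 (0.993 to 1.41) in KPCA.FSTKO_hFSTL3. By named sub-type the level was 145 CPM (127 to 164) and 555 CPM (490.0 to 626) in myCAF-like cells. It was 42.4 CPM (34.3 to 51.8) and 41.3 CPM (26.5 to 61.4) in CAMC-like cells, below cancer-like cells of both libraries. CAF-like cells held 0 and 1 UMIs. Of the 941 and 630 Inhba UMIs of stromal-like cells, myCAF-like cells held 246 and 263 and CAMC-like cells 96 and 24. Most of them thus lay in the unnamed sub-clusters, whose levels are not given here. As a share of all Inhba UMIs of the library, however, cancer-like cells held 82.1% and stromal-like cells 10.3% in KPCA.FSTKO. In KPCA.FSTKO_hFSTL3 these shares were 19.3% and 10.9%, with 67.4% in the mixed clusters. Outside these classes, the Inhba level in neutrophil-like cells of KPCA.FSTKO was 202 CPM (161 to 250), from 83 UMIs in 150 cells. It lay above the cancer-like and stromal-like levels of that library. The 10 neutrophil-like cells of KPCA.FSTKO_hFSTL3 held 2 Inhba UMIs. An Inhba UMI was found in 56.1% of cancer-like and 44.0% of stromal-like cells of KPCA.FSTKO as deposited, at median depths of 26426 and 16373 UMIs, and in 12.4% of macrophage-like cells. Thinned to the same depth, which left out 15 cancer-like, 13 stromal-like and 22 macrophage-like cells, the shares were 6.23%, 9.81% and 2.25%. In KPCA.FSTKO_hFSTL3, where cancer-like cells had a median of 47341.5 UMIs, they were 88.3%, 43.8% and 10.7% as deposited and 12.2%, 14.3% and 1.19% thinned, with 1 stromal-like cell left out. Acvr2a (chromosome 2, 48814109 to 48903269) was at 29.6 CPM in cancer-like and 17.2 CPM in stromal-like cells of KPCA.FSTKO, and at 29.7 and 19.0 CPM in KPCA.FSTKO_hFSTL3, where stromal-like cells held only 30 UMIs. Stromal-like over cancer-like, the ratio was 0.581 (0.484 to 0.693) and 0.641 (0.424 to 0.937), and with the mixed clusters counted as cancer-like the log2 ratio in KPCA.FSTKO_hFSTL3 turned to 0.34. The CAF-like sub-cluster had 5 Acvr2a UMIs in each library, or 66.1 CPM (21.4 to 154) and 154 CPM (49.9 to 359), above the cancer-like level. Macrophage-like cells had an Acvr2a level of 31.5 and 35.9 CPM. That of endothelial-like cells was higher than in cancer-like cells, at 67.6 CPM (53.6 to 84.2) and 75.7 CPM (45.6 to 118). Acvr2b (chromosome 9, 119402118 to 119434995) had 159 UMIs in cancer-like and 15 in stromal-like cells of KPCA.FSTKO, and 22 and 3 in KPCA.FSTKO_hFSTL3. Its ratios of 1.42 (0.779 to 2.42) and 0.752 (0.144 to 2.502) did not show a difference between the classes at this depth. Endothelial-like cells held 15 and 4 Acvr2b UMIs, or 12.7 CPM (7.10 to 20.9) and 15.9 CPM (4.34 to 40.8). The cancer-like level was 1.39 and 2.53 CPM.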

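Between the cancer-like cells of the KPCA.FSTKO and KPCA.FSTKO_hFSTL3 libraries, genes were compared by a fixed size rule, which is not a test: at least 100 UMIs over both libraries and a CPM ratio of at least 2. Of the 13113 genes with enough UMIs, 470 were higher and 907 lower in KPCA.FSTKO_hFSTL3. The 5 largest ratios belonged to the pancreatic acinar genes Ctrl, Pnlip, Clps, Sycn and Cela2a, with log2 ratios from 4.65 to 5.29, and all 18 acinar genes with enough UMIs were among the higher ones. Of the 907 lower genes, 39 had no UMI in the 180 KPCA.FSTKO_hFSTL3 cells and so tie as the smallest ratios, and the 5 of them with most KPCA.FSTKO UMIs were Gm49504, Cxcl15, Epcam, 3830403N18Rik and 4930579C12Rik. Taking Gm49504, with 925 UMIs in KPCA.FSTKO, its level was at least 23.4-fold lower against a floor of 3 counts. Of the alternatives, a minimum ratio of 1.5 moved the number of higher genes most, to 1558 with 1760 lower, and a minimum of 20 UMIs moved the number of lower genes most, to 1806 with 1016 higher. For gene families taken by symbol, the median log2 ratio was set against 10000 random lists of the same size and mean expression, as a description of these 2 libraries. The 20 integrins had a median log2 ratio of 0.33, at percentile 99.1 of their matched lists, and Itgb4 and Itga5 passed the size rule upward. The 20 chemokine ligands had a median of -0.26 at percentile 6.49, with Ccl8 higher and Cxcl5, Cxcl3, Cxcl15, Cxcl13 and Ccl5 lower. The 26 collagens lay at percentile 71.5 and the 3 chemokine receptors at percentile 27.2. The integrin median stayed above that of its matched lists in all 10 alternatives run for it, that of the chemokine ligands stayed below in 9 of 10, and that of the collagens stayed above in only 4 of 10. With the mixed clusters counted as cancer-like the chemokine ligands moved above their lists, by 2.32 on the log2 scale. An enrichment of GO terms needs tested genes and was not repeated.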

When we compared the differential gene expression in the cancer clusters from KPCA.FSTKO and hFSTL3-overexpressing tumors, we found a significant enrichment in differentially expressed genes related to pathways in cell migration, adhesion, and locomotion (GO biological process) (Fig. 4E). 

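Genes of the epithelial-mesenchymal transition and of the extracellular matrix were summed over the 4061 and 180 cancer-like cells of KPCA.FSTKO and KPCA.FSTKO_hFSTL3. Vim was at 3238 CPM (95% interval 3227 to 3248) and 3381 CPM (3343 to 3420.1), a log2 ratio of 0.06 (0.05 to 0.08), which is less than the shift TMM scaling applies and turns to -0.05 under it. Zeb1 rose from 124.3 to 172 CPM, a log2 ratio of 0.47 (0.39 to 0.54). Snai1 had 597 and 60 UMIs and a log2 ratio of 0.40, with an interval from -0.005 to 0.79 that includes no change. Snai2 rose from 13.2 to 28.3 CPM, a log2 ratio of 1.10 (0.90 to 1.30). Ecm1 (chromosome 3, 95734147 to 95739569) rose from 145 to 398 CPM, a log2 ratio of 1.46 (1.40 to 1.51), at percentile 100 among the 200 genes nearest to it in level. Cdh1 fell from 35.4 to 30.3 CPM, a log2 ratio of -0.22 (-0.41 to -0.04). Among the 200 genes nearest in level, Snai2 stood at percentile 96.5, Zeb1 at 82, Snai1 at 77.5 and Vim at 65. Cdh1 stood at 22.5 and Epcam at 0.25. Epcam (ENSMUSG00000045394, chromosome 17, 87635979 to 87651129) had 578 UMIs in KPCA.FSTKO and 0 in KPCA.FSTKO_hFSTL3, where the floor of 3 counts set for 0 UMIs is 0.346 CPM, so that its level was at least 14.6-fold lower by UMIs. Those UMIs lay in 68 of the 4061 cells, or 1.67% (1.30 to 2.12%), with 108 of them in 1 barcode. The 0 of 180 KPCA.FSTKO_hFSTL3 cells allow a share of up to 2.03%, so by cells a difference was not detectable at this depth. The background share with an Epcam UMI was 1.10% of macrophage-like cells of KPCA.FSTKO, whose median depth is 12460 UMIs against 26426 for cancer-like cells. After thinning, which left out 15 cancer-like and 22 macrophage-like cells, the shares were 0.395% and 0.102%. Counting the mixed clusters as cancer-like gave log2 ratios of -0.36 for Vim, -0.76 for Zeb1, 0.72 for Snai1, 0.19 for Snai2, 1.41 for Ecm1, -0.69 for Cdh1 and -2.11 for Epcam. With each library clustered on its own, Vim had a log2 ratio of -0.04 and Cdh1 one of 0.11.

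**Figure D1:**
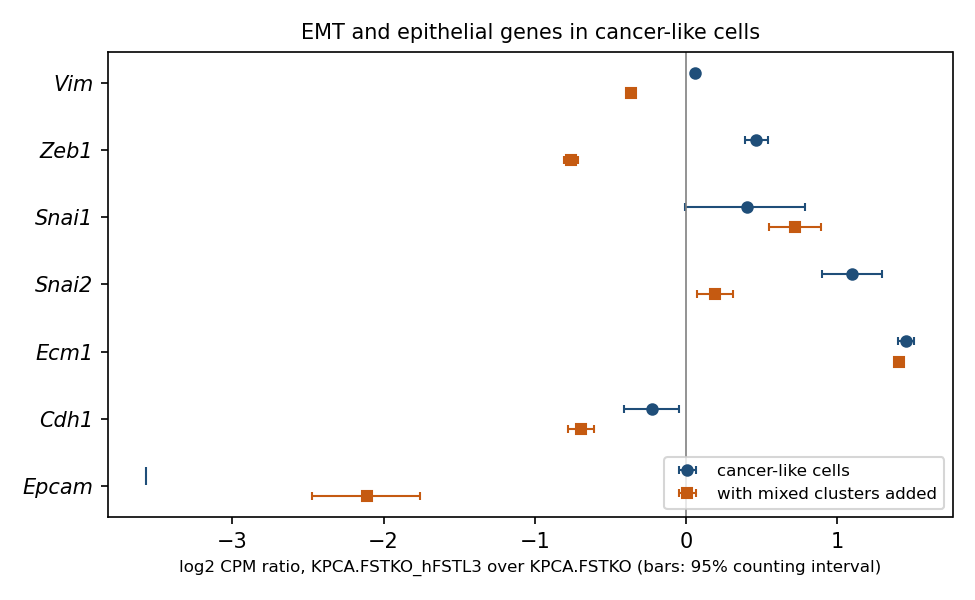
Log2 ratio of CPM, KPCA.FSTKO_hFSTL3 over KPCA.FSTKO, on the horizontal axis for each of 7 genes, in cancer-like cells (circles) and with the mixed clusters added (squares). Bars are 95% counting intervals, the vertical tick for Epcam in cancer-like cells marks the upper end of its 95% interval, Zeb1 and Vim lie above 0 in cancer-like cells and below 0 with the mixed clusters added, and Ecm1 and Snai2 lie above 0 in both.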

Underlying these processes, cancer cells overexpressing FSTL3 exhibited increased expression of the genes associated with epithelial-mesenchymal transition (*Vim*, *Zeb-1*, *Snai1/2*) and extracellular matrix organization (*Ecm1*), while expression of epithelial markers (*Epcam*, *Cdh1*) decreased (Fig. 4F) [27, 28]. The differential expression of epithelial (Epcam) and mesenchymal (Vimentin) markers was confirmed by immunofluorescence and qPCR (Fig. 4G/H).

We next evaluated how hFSTL3 overexpression by cancer cells altered the stromal cells in the TME, including cancer-associated mesothelial cells (CAMC) and cancer-associated fibroblasts (CAF). Firstly, among stromal cell types, three cluster subtypes were identified based on marker expression, including CAMC (*Msln+*), CAF (*Fap*+), and MyCAF (myofibroblasts, *Acta2*+) (Fig. 4I). 

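The stromal-like cells, 441 of KPCA.FSTKO and 64 of KPCA.FSTKO_hFSTL3, were clustered again with the same settings and without the genes that the study names, which gave 7 sub-clusters. The sub-cluster called myCAF-like (81 KPCA.FSTKO and 15 KPCA.FSTKO_hFSTL3 cells) had 5 of the 10 myofibroblast markers raised, and its leading genes included Tagln and Acta2 but also the acinar genes Try5 and Pnliprp1. The CAMC-like sub-cluster (126 and 23 cells) had 3 of the 11 mesothelial markers raised, with Lrrn4 among its leading genes, and 3 of the 12 fibroblast markers. The CAF-like sub-cluster (11 and 6 cells) had 8 of the 12 fibroblast markers raised, led by Clec3b, Col14a1 and Pi16. The other 4 sub-clusters stayed unnamed. Of these, 1 with 54 and 7 cells was led by Sparcl1 and Postn. It had 6 of the 12 fibroblast and 3 of the 10 myofibroblast markers raised but no fibroblast marker among its top 10 genes. Another, with 24 and 6 cells, had cancer and proliferation markers. In the remaining ones fewer than 3 markers of any class were raised. That led by Calb2, a gene in no marker list, held 67 and 3 cells. The other held 78 and 4 cells, at a median of 2587 UMIs. Acta2 (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590) was at 777 CPM in myCAF-like and 52.5 CPM in CAMC-like cells of KPCA.FSTKO, and at 1574 and 51.6 CPM in KPCA.FSTKO_hFSTL3. Msln (chromosome 17, 25748613 to 25754378) was at 106 CPM in CAMC-like and 20.0 CPM in myCAF-like cells of KPCA.FSTKO, against 69.5 CPM in macrophage-like cells and 541 CPM in cancer-like cells. In KPCA.FSTKO_hFSTL3, CAMC-like cells held 18 Msln UMIs (31.0 CPM). Upk3b, another mesothelial gene, was at 34.0 and 41.3 CPM in CAMC-like cells, with 4 and 0 UMIs in myCAF-like cells. Fap had 16 and 8 UMIs in CAF-like cells, or 211 and 246 CPM, and was at 110.0 and 80.2 CPM in myCAF-like cells. Acta2, Msln, Upk3b and Fap are in the marker lists that named the sub-clusters, so their levels are no independent check of the names.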

The proportion (percentage of cell) of CAF, MyCAF, and CAMC cells in the stromal cluster was quantified in each model. The KPCA.FSTKO_hFSTL3-derived tumors had a higher proportion of myCAF (82%) and a lower proportion of CAMC cells (9%) than KPCA.FSTKO tumor with 61% myCAF and 18% CAMC in the stromal compartment (Fig. 4J). 

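Over all stromal-like cells of KPCA.FSTKO and KPCA.FSTKO_hFSTL3, respectively, myCAF-like cells made up 18.4% (95% interval 14.9 to 22.3%) and 23.4% (13.8 to 35.7%), CAMC-like cells 28.6% (24.4 to 33.0%) and 35.9% (24.3 to 48.9%), CAF-like cells 2.49% (1.25 to 4.42%) and 9.38% (3.52 to 19.3%), and unnamed sub-clusters 50.6% and 31.3%. The myCAF-like and CAMC-like intervals of the libraries overlap. Over the 218 and 44 cells of named sub-types alone, myCAF-like cells were 37.2% and 34.1% and CAMC-like cells 57.8% and 52.3%, so the direction of the myCAF-like difference depends on the denominator. An earlier version of the naming rule, which also called the sub-cluster led by Sparcl1 myCAF-like, gave 30.6% and 34.4%. Naming that sub-cluster CAF-like by its raised markers gave 14.7% and 20.3% CAF-like cells. When cells were typed by the markers in the colour key of Fig. 4J in place of clusters, 46.7% and 68.8% of stromal-like cells had an Acta2 UMI and counted as myCAF, and 7.26% and 12.5% counted as CAMC. The background share with an Acta2 UMI was 7.69% and 14.3% of macrophage-like cells, and 1.02% and 0.595% of them after thinning. Thinned to 1000 UMIs per cell, these shares were 15.4% and 28.6% for myCAF, with 7 of 428 and 0 of 63 cells counted as CAMC, where 0 of 63 allows a share of up to 5.69%. With the genes of the text as gates, CAMC by Msln, the thinned CAMC shares were 6.54% (4.39 to 9.32%) and 1.59% (0.0402 to 8.53%), near the background share with an Msln UMI of 5.41% (4.08 to 7.02%) and 2.98% (0.973 to 6.81%) of macrophage-like cells, so this gate does not separate CAMC from background here. The paper's reported proportions are 61% and 82% for myCAF and 18% and 9% for CAMC, over a stromal compartment that was named by the study's own clusters.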

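Summed over the stromal-like cells, Acta2 rose from 352 CPM (95% interval 339 to 366) in KPCA.FSTKO to 775 CPM (732 to 819) in KPCA.FSTKO_hFSTL3, a log2 ratio of 1.14 (1.04 to 1.23). Tagln (chromosome 9, 45929619 to 45936058) rose from 622 to 1458 CPM, a log2 ratio of 1.23 (1.16 to 1.30). Col8a1 (chromosome 16, 57624258 to 57754737) had 802 and 352 UMIs and a log2 ratio of 1.08 (0.89 to 1.26), or 0.80 without the barcode with most UMIs of each library, which held 31.0% of its KPCA.FSTKO_hFSTL3 UMIs. Pdgfa (chromosome 5, 138976014 to 138997370) had 169 and 71 UMIs and a log2 ratio of 1.01 (0.59 to 1.42). Its level of 22.3 and 45.1 CPM was close to that of macrophage-like cells, 28.0 and 39.2 CPM, and below that of cancer-like cells, 91.0 and 156 CPM. Among genes of similar level, the log2 ratios of Acta2, Tagln and Col8a1 stood at percentile 99.5 and that of Pdgfa at percentile 99. TMM scaling shifts the log2 ratios in stromal-like cells by -0.09, and the median over the 8454 genes compared was 0.05. Of the 71 Pdgfa UMIs of KPCA.FSTKO_hFSTL3, 15 lay in 1 barcode, and without the highest barcode of each library its log2 ratio was 0.77. The alternative that changed Acta2, Tagln and Col8a1 most took all cells that are not cancer-like, mixed clusters included, where the log2 ratio was -0.48 for Tagln, -0.52 for Col8a1 and 0.01 for Acta2.

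**Figure D2:**
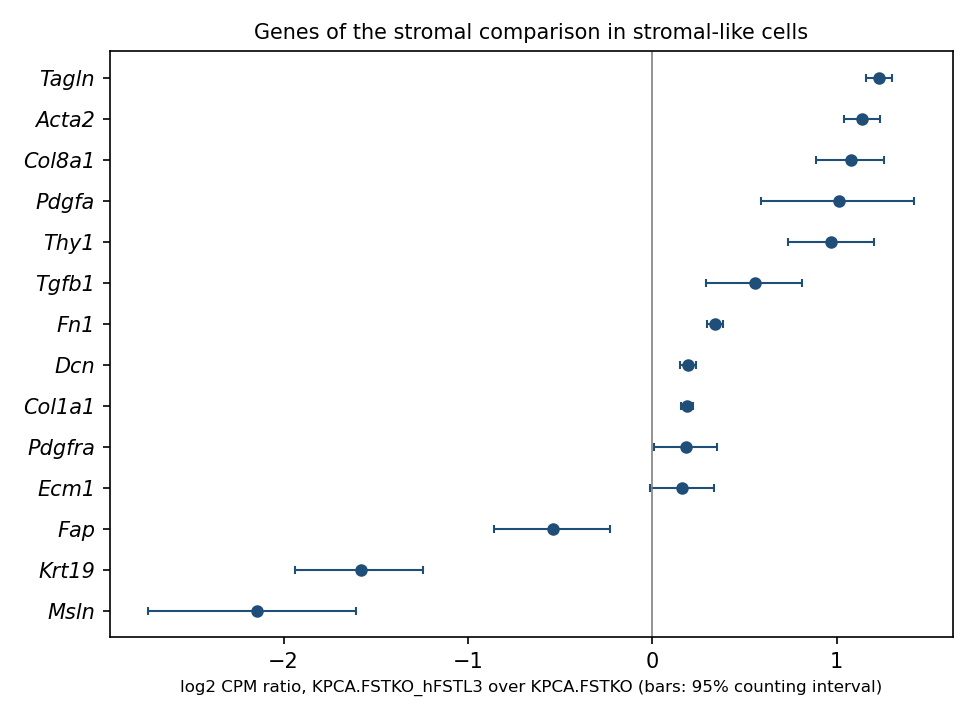
Log2 ratio of CPM in stromal-like cells, KPCA.FSTKO_hFSTL3 over KPCA.FSTKO, on the horizontal axis for each of 14 genes, ordered by ratio, with bars for the 95% counting intervals. Tagln, Acta2, Col8a1, Pdgfa, Thy1, Tgfb1, Fn1, Dcn, Col1a1 and Pdgfra lie above 0, the bar of Ecm1 crosses 0, and Fap, Krt19 and Msln lie below 0.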

We next compared the differential gene expression between KPCA.FSTKO and KPCA.FSTKO_hFSTL3 stromal cluster and observed a significantly increased expression (Log2 FC>0.5) of myCAF markers (*Acta2, Tagln*), collagen (*Col8a1)*, and secreted factor (*Pdgfa*) consistent with a myofibroblast phenotype in the KPCA.FSTKO_hFSTL3 tumor. In contrast, in the KPCA.FSTKO tumors, the stromal cluster expressed higher levels of mesothelial markers such as *Krt19* and *Msln*, consistent with a higher proportion of CAMC in this model (Fig. 4K). In addition, we revealed that Tgfb1 was more highly expressed by myCAF compared to CAMC and CAF cells (Fig. 4L).

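Krt19 (chromosome 11, 100140810 to 100148665) fell in stromal-like cells from 142 CPM (95% interval 134 to 151) in KPCA.FSTKO to 47.6 CPM (37.5 to 59.7) in KPCA.FSTKO_hFSTL3, a log2 ratio of -1.58 (-1.94 to -1.24). Msln fell from 81.5 CPM (75.2 to 88.2) to 18.4 CPM (12.3 to 26.4), a log2 ratio of -2.15 (-2.74 to -1.61). Of its 29 UMIs in KPCA.FSTKO_hFSTL3, 15 lay in 1 barcode, and without the highest barcode of each library the log2 ratio was -3.05. Both genes were higher in cancer-like than in stromal-like cells of either library, with Krt19 at 997 and 492 CPM. Macrophage-like cells held 118 and 23.9 CPM of Krt19 and T cell-like cells 132 and 28.1 CPM, as cells that give the background from free RNA. The stromal-like Krt19 level was close to this background in KPCA.FSTKO. In KPCA.FSTKO_hFSTL3 its interval of 37.5 to 59.7 CPM lay above both background levels, although that of T cell-like cells rests on 3 UMIs. In macrophage-like cells the log2 ratio was -2.30 for Krt19 and -1.41 for Msln. A UMI of Krt19 was found in 46.3% and 25.0% of stromal-like cells against 37.1% and 20.2% of macrophage-like cells, and after thinning in 8.88% and 1.59% against 5.92% and 2.38%, with the cells left out and median depths as for Fst. The other 9 genes of the mesothelial marker list, which cancer-like cells nearly lack, rose together from 339 to 445 CPM in stromal-like cells, a log2 ratio of 0.39 (0.27 to 0.51). Without Wt1, which holds most of those UMIs, it was 0.43 (0.22 to 0.63), while Muc16 had 22 and 0 UMIs and the intervals of Upk1b and Rspo1, with log2 ratios of -0.11 and -0.23, include no change. Across the alternatives the log2 ratio ranged from -2.69 with the RNA profile of the mixed clusters subtracted to -0.62 with all deposited barcodes for Krt19, and from -5.31 to -0.25 under the same settings for Msln.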

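Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) was at 122.3 CPM (95% interval 106.3 to 140.1; 208 UMIs) in myCAF-like cells and 28.3 CPM (21.8 to 36.1; 64 UMIs) in CAMC-like cells of KPCA.FSTKO, a ratio of 4.33 (3.26 to 5.82). In KPCA.FSTKO_hFSTL3 the levels were 156.2 CPM (74 UMIs) and 32.7 CPM (19 UMIs), a ratio of 4.78 (2.86 to 8.38). CAF-like cells held 1 and 0 Tgfb1 UMIs. The ratio of myCAF-like over CAF-like cells was 9.26 (1.64 to 367) in KPCA.FSTKO and could not be given in KPCA.FSTKO_hFSTL3, where 0 UMIs in 6 cells set the lower end of its interval at 1.34. A Tgfb1 UMI was found in 75.3% of myCAF-like and 34.9% of CAMC-like cells of KPCA.FSTKO, at median depths of 21138 and 16619.5 UMIs, and after thinning, which left out 0 cells, in 13.6% and 2.38%. In KPCA.FSTKO_hFSTL3 the shares were 80.0% and 52.2%, and after thinning 0 of 15 and 0 of 23 cells, which allow up to 21.8% and 14.8%. Macrophage-like and T cell-like cells, which express the gene themselves, held 130 and 119 CPM in KPCA.FSTKO and 175 and 103 CPM in KPCA.FSTKO_hFSTL3. Pdgfa, the other factor of Fig. 4L, had a ratio of myCAF-like over CAMC-like cells of 2.44 (1.59 to 3.79) in KPCA.FSTKO and 6.87 (2.62 to 22.8) in KPCA.FSTKO_hFSTL3, the latter from 28 and 5 UMIs. The log2 ratio of Tgfb1 in myCAF-like over CAMC-like cells moved most with the named genes kept in clustering, to 1.24 in KPCA.FSTKO_hFSTL3.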

Since myofibroblast can promote fibrosis and immune evasion [29–33], we next evaluated whether hFSTL3 overexpression accentuated these processes. We compared the expression of collagen, fibronectin, and other extracellular matrix markers that contribute to fibrosis. We found that collagens (*Col1a1*, *Col2a1*, *Col8a1*), fibronectin (*Fn1*), and extracellular matrix component (*Ecm1*) were increased when hFSTL3 was overexpressed in TME (Fig. 4M). Furthermore, the secreted factors *Tgfb1* and *Pdgfa*, which are known to promote fibrosis [34], were also more highly expressed in KPCA.FSTKO_hFSTL3 tumors (Fig. 4M). 

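In stromal-like cells Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) was at 5314 CPM (95% interval 5262 to 5366) in KPCA.FSTKO and 6064 CPM (5943 to 6187) in KPCA.FSTKO_hFSTL3, a log2 ratio of 0.19 (0.16 to 0.22) that lies at percentile 84 among genes of similar level. Col2a1 (chromosome 15, 97975602 to 98004695) had 0 UMIs in the stromal-like cells of both libraries, which allow at most 0.488 and 2.34 CPM, so no ratio can be given. Fn1 (chromosome 1, 71585520 to 71653200) rose from 2650.0 to 3355 CPM, a log2 ratio of 0.34 (0.30 to 0.38), while macrophage-like cells held 4269 and 5445 CPM of it. Without the highest barcode of each library its log2 ratio was 0.17. Ecm1 was at 194 and 217 CPM, a log2 ratio of 0.16 with an interval from -0.01 to 0.33 that includes no change. Of the other genes of Fig. 4M, Thy1 had a log2 ratio of 0.97 (0.74 to 1.204), Dcn 0.19 (0.15 to 0.24), Pdgfra 0.18 (0.01 to 0.35) and Fap -0.54 (-0.86 to -0.23). Without the highest barcode of each library that of Pdgfra was 0.07 (-0.11 to 0.24), which includes no change. The intervals of Thy1, Dcn and Fap still excluded it. Over all cells that are not cancer-like, the log2 ratio was -1.09 for Col1a1, -0.69 for Fn1, -0.53 for Ecm1, -0.91 for Thy1, -1.51 for Dcn and -1.62 for Pdgfra. Over all cells of the library it was 0.89 for Col1a1, 0.76 for Ecm1 and -0.34 for Fn1.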

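In stromal-like cells Tgfb1 rose from 69.6 CPM (95% interval 63.7 to 75.8; 526 UMIs) in KPCA.FSTKO to 102.2 CPM (87.0 to 119; 161 UMIs) in KPCA.FSTKO_hFSTL3, a log2 ratio of 0.56 (0.29 to 0.81). It stayed above 0 in all 14 alternatives run for it, from 0.15 over all cells that are not cancer-like to 0.73 with all deposited barcodes. The Pdgfa log2 ratio stayed above 0 in its 14 alternatives, from 0.27 over all cells of the library to 2.39 with each library clustered on its own. Pdgfb, also in Fig. 4M, had 27 and 5 UMIs and a log2 ratio of -0.17 (-1.90 to 1.23), so no difference was detectable at this depth. The paper reasons that myofibroblasts can promote fibrosis, states that these matrix genes and secreted factors were higher in KPCA.FSTKO_hFSTL3 tumors, and then turns to collagen staining of tumor sections (Fig. 4N).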

To evaluate fibrosis, we performed Sirius red staining, which confirmed that the tumors overexpressing FSTL3 exhibited a significantly higher collagen deposition within the tumor microenvironment (Fig. 4N,O), suggesting increased fibrotic areas within these tumors [35].

#### FSTL3 overexpression in TME promotes immune exclusion

Given the immunosuppressive role of myCAFs and fibrosis, we investigated whether hFSTL3 overexpression affected the infiltration of immune cells, and particularly CD8+ T cells, given their requirement for PPC treatment response [16]. To this end, we dissociated three tumors per group from treatment-naïve KPCA.FSTKO and KPCA.FSTO_hFSTL3 grafted mice. We stained the cell suspension with specific antibodies, enabling us to quantify immune cell populations by flow cytometry. We measured the total percentage of immune cells (CD45+) and T-cell subsets (CD4+, CD8+) as well as the number of cells per milligram of tumor. We observed a significant reduction in overall immune cell infiltration, with an average decrease of 50% (CD45+) in tumors overexpressing hFSTL3 (Fig. 5A,B). In addition, T cells were markedly reduced in hFSTL3-overexpressing tumors compared to controls with CD4+ (15% versus 25%) and CD8+ (5% versus 15%), suggesting FSTL3-induced immune exclusion may participate in PPC treatment resistance (Fig. 5C). In addition, other immune effector cells, including NK and B cells, were also markedly decreased in FSTL3-expressing tumors (Fig. 5C). To assess the cytotoxic activity of CD8⁺ T cells, we evaluated the expression of CD107a, Granzyme B (GrzB), and IFNγ. These cytotoxic markers were reduced in FSTL3 tumors, while the proportion of TIM3⁺ cells among PD1⁺ CD8⁺ T cells increased, indicating increased T cell exhaustion driven by FSTL3 (Fig. 5D). The myeloid population was also evaluated showing no significant impact in neutrophil infiltration, and a decrease for the macrophages and dendritic cells (Fig. S1A). The gating strategies to identify the cell populations are represented in Fig. S1B.

**Fig. 5:**
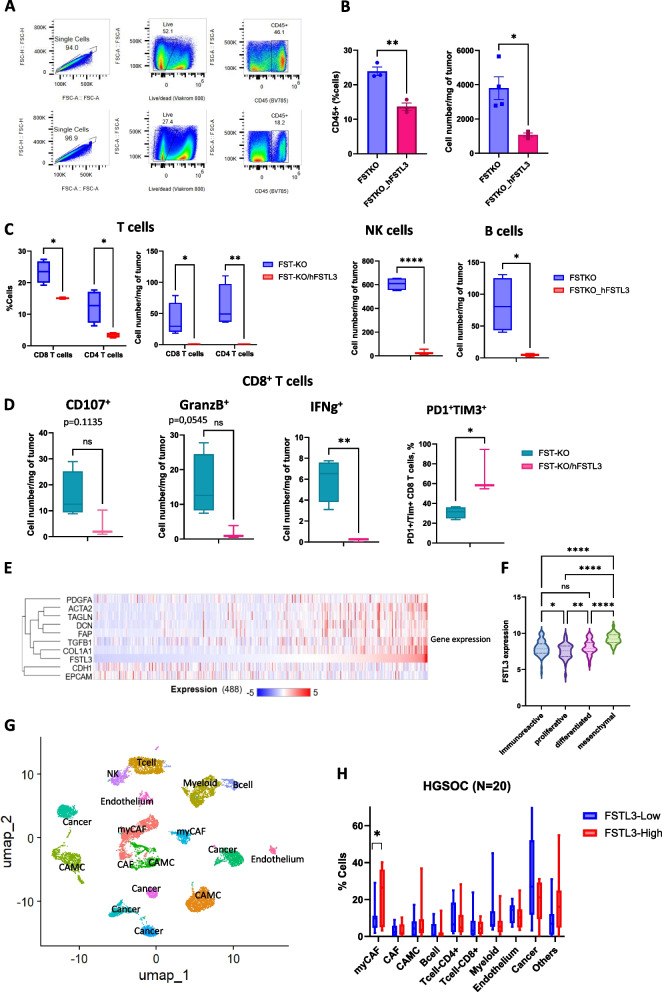
FSTL3 overexpression promotes immunocyte exclusion. **A** Gating strategy to isolate singlet, live, CD45+ cells from KPC.FSTKO and KPCA.FSTKO_hFSTL3 tumors. **B** Percent and number of cells per milligram of tumor of CD45 positive cells in KPCA.FSTKO and KPCA.FSTKO_hFSTL3 tumors (*N*>3). **C** Percent and number of cells of T cells (CD4/CD8), NK and B cells gated on CD45 positive live cells in KPCA.FSTKO and KPCA.FSTKO_hFSTL3 tumors (*N*>3). **D** Expression of CD107, GranzB, IFNg, and ratio of Tim3 on PD1 gated on CD8 T cells population. **E** Heatmap of relative transcript expression of selected genes correlated to FSTL3 expression across patient samples from the TCGA (HGSOC, 486 cases), with red indicating higher expression and blue indicating lower expression. **F** Analysis of TCGA HGSOC tumor transcriptomes (*N*=308) showing expression of FSTL3 by molecular histotype. **G** UMAP of HGSOC of 20 patients from dataset:GSE235931. **H** Proportion of cells present in TME between patients with high and low FSTL3 expression based on median expression (*N*=10 per group)

To determine if hFSTL3 overexpression was also associated with a more fibrotic and immunosuppressive TME in human HGSOC tumors, we analysed data from The Cancer Genome Atlas (TCGA) dataset, containing bulk RNAseq from 486 HGSOC cases [36]. We found an association between high FSTL3 transcript levels and expression of CAF markers and fibrosis markers (COL1 A1, TGFB1, FAP, DCN, TAGLN, ACTA2, PDGFA), previously identified as upregulated in KPCA.FSTKO_hFSTL3 mouse tumors (Fig. 5E). In contrast, epithelial markers (EPCAM, CDH1) showed an inverse correlation with FSTL3. We next sought to evaluate if FSTL3 overexpression was associated with a particular ovarian cancer molecular histotype [7] (Fig. 5E). To do so we compared FSTL3 transcript levels from an RNAseq dataset of the TCGA ovarian cancer UNC hub (*n*=308) annotated with the molecular subtypes as proliferative, immunoreactive, differentiated, and mesenchymal, and found that FSTL3 was significantly higher in the mesenchymal subtype compared to all others (Fig. 5F). These data suggest that FSTL3 overexpression also promotes a more mesenchymal phenotype in human tumors.

To further confirm the role of FSTL3 in inducing immune evasion in human patients, we analyzed the TME using single-cell RNA-seq data from twenty HGSOC patients (Fig. 5G). Patients were stratified into two groups based on median FSTL3 expression levels: FSTL3-high (*N*=10) and FSTL3-low (*N*=10). We then compared the cellular composition of the TMEs between the two groups based on % marker expression. Similar to observations in the mouse TME, FSTL3-high human samples exhibited a significant increased proportion of myCAF cells and a trend for higher content in other stromal cells (CAMC, CAF), correlating with a marked reduction of CD4+ and CD8+ T cells. These findings suggest that FSTL3 overexpression may promote a high abundance of CAFs and contribute to T cell exclusion in human tumors (Fig. 5H).

## Discussion

Ovarian cancer, and particularly HGSOC, continues to pose a significant clinical challenge due to its frequent late-stage diagnosis and high recurrence rates. The identification of FST as a potential player in immune evasion and treatment resistance has paved the way for exploring the role of other follistatin homologs such as FSTL3 in ovarian cancer [16].

In this study, we identified significant overexpression of both FST and FSTL3 in 96 ascites samples from ovarian cancer patients. We found that FSTL3 levels were generally higher than FST, both in the ascites and in the tumors of HGSOC patients. Moreover, elevated FSTL3 protein levels in ascites of patients with BRCA1 wildtype tumors, where treatment options are notably limited, were significantly associated with poorer survival outcomes. This correlation between overexpression of FSTL3 and poor outcome may not be unique to ascites nor ovarian cancer as it was also observed at the transcriptional level across multiple solid tumor types including pancreatic, lung, and colorectal cancers through analysis of data from the TCGA. Importantly, we found that FSTL3 could also be detected in the serum of mice bearing ovarian tumors, and observed a strong relationship between FSTL3 concentration and tumor growth. We observed marked decreases in serum FSTL3 associated with treatment responses in mice, and in a patient receiving neoadjuvant chemotherapy through serial sampling of ascites. While cancer cells express FST/FSTL3, our scRNAseq and spatial transcriptomic analyses suggest that tumor stromal cells may be the predominant source of this factor in the TME. Importantly, FSTL3 background levels in the blood of nulliparous female mice were low, likely due to the modest expression of FSTL3 in tissues other than the placenta [37, 38], suggesting it may represent a sensitive clinical biomarker to track HGSOC progression and treatment response.

In a previous study we showed that knocking out FST in the “KPCA” model of CCNE1-amplified HGSOC promoted sensitivity to a combination immunotherapy treatment (PPC: Prexasertib, PD-1, and CTLA-4 blockade) [16].

In this study, we show that overexpression of human FSTL3 in this model (KPCA.FSTKO_hFSTL3) restores complete resistance to PPC, highlighting the redundant function of FST and FSTL3 in mediating immunotherapy resistance. The effectiveness of PPC therapy in the KPCA.FSTKO model was found to result from a synergistic effect between Prexasertib and immune checkpoint inhibitors (anti-PD1 and anti-CTLA4). Prexasertib, a checkpoint kinase 1 (CHK1) inhibitor, has shown potential for cancers that exhibit high DNA replication stress and impaired DNA damage response pathways [37–39], such as HGSOC. A phase II trial evaluating Prexasertib in BRCA wild-type, platinum-resistant HGSOC showed some tumor shrinkage but limited overall responses [40, 41]. Other drugs acting on the same DNA damage response pathway, such as ATR inhibitors, have shown more promise in ovarian cancer [42], and are being investigated as potentiators of immune checkpoint blockade [43–46], which are otherwise often ineffective on their own [47]. Thus, combinations of immune checkpoint inhibitors with targeted therapies, and a better understanding of the mechanism of immunotherapy resistance, could provide new avenues for curative treatment in ovarian cancer.

We hypothesized that FSTL3 overexpression contributes to immunotherapy resistance by altering the tumor microenvironment: promoting a more mesenchymal tumor phenotype, increasing fibrosis by promoting myCAF development, suppressing immunocyte infiltration, and promoting T cell exhaustion. These changes may be in direct response to FSTL3 neutralizing canonical targets such as activin A, which would otherwise attract and modulate immunocytes, for example by potentiating CD8+ T cells [48], or indirectly through modulating fibroblast growth, migration, and fibrosis via the secretion of other factors such as PDGF (Platelet-Derived Growth Factor) and TGF-β1 (Transforming Growth Factor Beta 1) [49, 50], contributing to immunocyte exclusion. Aberrant PDGF signaling has been implicated in the activation of stromal cells, such as fibroblasts, which promote an immunosuppressive niche [51]. Similarly, Elevated TGF-β1 levels in the tumor microenvironment drive epithelial-to-mesenchymal transition (EMT), immune evasion, and extracellular matrix remodeling, processes that are critical for tumor invasion and metastasis [52]. Moreover, TGF-β1 is a potent immunosuppressive cytokine that inhibits T-cell function and supports regulatory T-cell differentiation, thereby undermining anti-tumor immunity [53, 54]. CAFs and other stromal cells, such as CAMCs, promote immune evasion [55–57] and may limit the effectiveness of immunotherapy treatments in solid tumors [28, 58]. Fibrotic processes are common in cancers such as pancreatic, breast, lung, and liver cancer, where extensive fibrosis is frequently linked to poor prognosis [59] and can reduce immunocyte infiltration [32, 34, 60]. In our mouse model, FSTL3 overexpression led to fibrosis, as indicated by significantly increased collagen deposition, which in turn could have impeded immune cell infiltration.

In our syngeneic ovarian cancer model, FSTL3 overexpression significantly altered the tumor immunocyte composition, by reducing total CD45+ infiltration, and specifically NK cells, B cells, T cells, macrophages, and dendritic cells. Notably, the populations of CD4+ and CD8+ T cells were markedly reduced, with the latter adopting an exhausted phenotype with decreased expression of IFNg [61], and increased TIM3/PD1 [62–64]. A similar immune profile was also observed in lung adenocarcinoma, where high FSTL3 levels correlated with a reduction of immune cell infiltration, including T lymphocytes and B lymphocytes in the TME [65], or in gastric and colorectal cancer where it was associated with poor prognosis, EMT, fibrosis, and changes in immunocyte composition. However, the precise mechanism leading to these changes, and particularly the ligands modulated by FSTL3 in the context of the TME that directly regulate immunocytes, remain to be identified in ovarian cancer [66–70]. The T cell exhaustion promoted by FSTL3 overexpression likely contributed to the observed resistance PPC therapy in our syngeneic mouse model. Indeed, expression of PD1 and TIM3 in tumor-infiltrating lymphocytes is associated with immune checkpoint resistance, irrespective of PD-L1 expression in tumors such non-small cell lung cancer [71]. Furthermore, our observation that FSTL3 overexpression drives EMT in cancer cells autonomously in the KPCA cell line, and that its expression is higher in HGSOC tumors of the mesenchymal histotype in the TCGA, suggest that FSTL3-mediated cancer cell EMT could indirectly contribute to the observed immune checkpoint resistance, through their interactions with T cells [72].

In summary, our data suggest that ovarian tumors secrete FSTL3 in the blood and ascites and that it is an indicator of poor prognosis. Experimental overexpression of FSTL3 in murine ovarian cancer cells changed the TME by promoting cancer cell EMT, increasing stromal fibrosis, reducing immunocyte recruitment, and promoting T cell exhaustion, which we speculate contributed to the induced resistance to PPC combination immunotherapy. Thus, FSTL3 may represent both a new secreted biomarker to optimize patient stratification, monitor disease burden and treatment response, and a potential target to overcome resistance to immune checkpoint therapies in ovarian cancer. Further research is needed to build upon these findings and develop strategies to neutralize FSTL3 to meet the urgent demand for more effective treatments in HGSOC.

## Materials and methods

### Human samples

Ascites samples from patients with various subtypes of ovarian cancers (96 samples) along with sections of high-grade serous ovarian cancer tumors were generously donated by female patients to the Massachusetts General Hospital, in accordance with an IRB-approved protocol (2007P001918).

Spatial transcriptomics analysis from tumor sections were donated by the Biological Resources Center of Montpellier Cancer Institute (ICM), France, and were collected following the French regulations under the supervision of an investigator. The collection was declared to the French Ministry of Higher Education and Research (declaration number DC-2008–695).

### ELISA

ELISA assays for human samples were performed using ANSH lab FST and FSTL3 kits. For mouse serum and ascites samples, RayBio mFST and AVIVA mFSTL3 kits were employed. ELISAs were conducted according to the manufacturer’s protocols. Optimal dilutions were determined before processing all samples. Absorbance was measured at 450 nm using a microplate reader (Pherastar), and protein concentrations were quantified based on standard curves generated following the kit instructions.

### Cell Lines and 2D cell culture

Ovarian cancer cell lines KPCA, KPCA.FSTKO, KPCA.FSTKO_hFSTL3 were maintained in Dulbecco’s modified Eagle’s medium tissue culture medium supplemented with 5% fetal bovine serum (FBS) and 1% penicillin-streptomycin. All cells were cultured at 37 °C in 5% CO2.

To generate the KPCA.FSTKO_hFSTL3 cell line, we used the previously described KPCA.FSTKO cell line [16], and transfected it with a pcDNA3.1 expression plasmid for hFSTL3 (Genscript). A stable clone was selected under geneticin selection based on FSTL3 secretion in conditioned media as measured by ELISA. The SBE-luciferase reporter cells were a gift of Tom Thompson.

### RNA isolation and quantitative real-time PCR (RT-qPCR) analysis

Total RNA was isolated from cancer cells or tumors using the Qiagen RNA extraction kit. The cDNA synthesis was carried out with the SuperScript III First-Strand Synthesis System for RT-PCR (Invitrogen). The cDNA was then combined with primers and iQ SYBR Green Supermix (#1708882, Bio-Rad) in a 96-well plate. Reverse transcription was performed on a T100 Thermal Cycler (Bio-Rad), and qPCR was conducted using the CFX96 Touch Real-Time PCR Detection System (Bio-Rad). Gene expression levels were determined relative to housekeeping genes (GAPDH or HPRT) pre-designed from IDT biotech©, with expression quantification based on cycle threshold (Ct) values transformed using the 2^(-ΔCt) method, and the results were analyzed and plotted with GraphPad PRISM.

### Single-cell RNA sequencing

Single-cell RNA sequencing was performed using a 10X Genomics 3’ kit following manufacturer’s instructions. We dissociated tumors derived from KPCA.FSTKO and KPCA.FSTKO_hFSTL3 grafted mice (*N* = 4 pooled tumors per genotype) as previously described [55]. 

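The deposited matrices hold 7582 barcodes for KPCA.FSTKO and 4244 for KPCA.FSTKO_hFSTL3, each with at least 500 UMIs. Among them, 550 and 97 barcodes had a mitochondrial share of 20% or more, 0 and 5 had 200 genes or fewer, and 255 and 103 had 8000 genes or more. After the filters of the methods, the cells left had a median of 17253 and 15071 UMIs and of 4206 and 3911 genes, and 483 and 284 of them had fewer than 1000 UMIs. The barcode sequences of 12 cells occurred in both libraries. The study's methods give 10000 targeted cells per sample and the record of the samples 5000.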

We targeted 10,000 cells per sample, and obtained a total final cell count of 7582 for KPCA.FSKO and 4244 for KPCA.FSTKO_hFSTL3 after data analysis and quality control. The data analysis was performed using Cell Ranger (version 3.1.0) with standard parameters. Samples were aligned against the refdata-gex-mm10-2020-A reference sequences and were analyzed using Seurat library (R version 4.3.3). Standard pre-processing workflow was applied independently to each sample. Samples were filtered for mitochondrial percentage <20% and unique feature counts over 200 and less than 8000. Samples were normalized then merged using ‘‘merge’’ function in Seurat. Standard parameters for visualization and clustering were performed throughout the analysis. Markers for each level of cluster were identified using FindAllMarkers in Seurat. The 10X scRNAseq datasets are available on the Gene Expression Omnibus (GEO) platform under accession number GEO: GSE283618.

### Spatial transcriptomic

The spatial transcriptomic analysis was conducted using the Xenium platform (10x Genomics) on three treatment-naive high-grade serous ovarian cancer tumor samples. The expression levels of FST and FSTL3 transcripts were quantified across 12 representative regions per tumor to capture the spatial heterogeneity. The data was processed and analyzed using Xenium software (10x Genomics), enabling precise transcript quantification and spatial mapping of gene expression patterns. The colocalization was quantified using the Coloc2 plugin in ImageJ and corresponds to the percentage of area overlap between FST or FSTL3 and either stromal or Epcam markers.

### Single-cell analysis of patient datasets

FSTL3 transcript expression data were extracted from the GSE235931 dataset of 14 high-grade serous ovarian cancer tumors and analyzed using RStudio with Seurat. Patients were categorized into two groups based on their FSTL3 expression levels: FSTL3-High patients had an average expression above the population median (≥0.08), while FSTL3-Low patients had expression levels below the population median (<0.08). The tumor microenvironments of the FSTL3-High and FSTL3-Low groups were compared using specific markers indicative of cell phenotypes of interest, including ACTA2, FAP, UPK3B, CD4, CD8, EPCAM, MS4 A1, and CD14. To further analyze the differences between these groups, the percentage of cells expressing these specific markers was calculated using the WhichCells command from the Seurat package.

### TCGA transcriptomic analysis

Survival analysis based on FSTL3 and FST expression was conducted using data extracted from The Cancer Genome Atlas (TCGA) from 349 ovarian cancer patients. Additionally, FSTL3 expression was analyzed in relation to survival outcomes in 497 lung cancer patients, 176 pancreatic cancer patients, and 307 colorectal cancer patients (Ov-TCGA, LUSC-TCGA, PAAD-TCGA, COAD-TCGA datasets) [73, 74]. Patients were categorized into FST/FSTL3-High or FST/FSTL3-Low groups based on their expression levels relative to the median expression across all patients. Specifically, FST/FSTL3-High was defined as expression above the median, while FST/FSTL3-Low was defined as expression below the median. Statistical analyses were performed using GraphPad Prism, with survival curves compared using the Mantel-Cox log-rank test.

To evaluate FSTL3 expression in HGSOC by molecular histotype, we extracted FSTL3 transcript levels from an RNAseq dataset of the TCGA ovarian cancer (OV) UNC hub subset (*n*=308) with metadata identifying gene_expression_subtypes as proliferative, immunoreactive, differentiated, and mesenchymal. This level 3 data was downloaded from the UCSC Xena repository [75]. The transcript numbers from Illumina HiSeqv2 data were log-transformed (log2(norm_count+1).

### Sirius red staining

Paraffin-embedded tissue sections were deparaffinized and rehydrated through graded alcohols to water. The sections were stained in a picro-Sirius Red solution, prepared by dissolving 0.5 g of Sirius Red (Sigma Aldrich, #365548) in 500 mL of a saturated aqueous solution of picric acid, for one hour. After staining, the sections were washed in two changes of 0.1M glacial acetic acid. Excess water was removed from the slides by blotting with damp filter paper. The slides were then dehydrated in three changes of absolute ethanol, cleared in xylene, and mounted in a resinous medium (VectorLabs). Picrosirius Red intensity was analyzed using the CellProfiler Software. Briefly, following image acquisition by light microscopy, the red channel marking collagen and yellow channels were split and the yellow was subtracted from the red one. The “smooth” module was then used before identifying the area covered by the stain. The mean intensity of this delimitated area was then quantified.

### Flow cytometry analysis

After dissociation of KPCA.FSTKO (N=4) and KPCA.FSTKO_hFSTL3 tumors (N=4), 5×10^4 cells were added in each well of a 96-well V-bottom plate. Cells were then immunostained with antibodies according to the manufacturer’s recommendations, washed 3 times and fixed with 1% Paraformaldehyde. Live and dead reagent (Thermofisher, L10119) was used to discriminate the live cells and antibody panels were used for T cells and myeloids. Immunostained cells were run on Cytek Aurora Flow cytometer and analyses were performed with FlowJo software.

### Immunofluorescence

Tumors were fixed overnight in 10% neutral buffered formalin. The fixed samples were subsequently processed through an alcohol series, cleared with xylene, and embedded in paraffin. Sections were cut to a thickness of 10 µm and mounted onto glass slides. Dewaxing was performed by incubating at 60 °C for 60 minutes, followed by rehydration through a series of graded ethanol washes. Antigen retrieval was achieved using citrate buffer in a pressure cooker. Slides were then incubated for 1 hour at room temperature in blocking buffer, followed by three washes with PBS. The primary antibodies (anti-Epcam, anti-Vimentin, anti-Acta2) used at the concentration recommended by the manufacturer (Thermofisher), were applied overnight at 4 °C. After washing, the slides were incubated for 1 hour with a fluorophore-conjugated secondary antibody (anti-Mouse-488nm/anti-rabbit-555nm, Thermofisher). To visualize the stained proteins, sections were counterstained with DAPI for 5 minutes and then washed with PBS. Coverslips were mounted using Vectashield mounting medium to prevent fluorescence quenching. Fluorescent signals were visualized and analyzed using an epifluorescence microscope.

### Animal experiments

This study was performed according to experimental protocols 2009 N000033 and 2019 N000068, approved by the Massachusetts General Hospital Institutional Animal Care and Use Committee. All experiments were made with 12–16 weeks female C57BL/6 J mice purchased from the Jackson Laboratory. In each experiment, we used 4 to 5 mice per group.

#### Cancer cell graft

In all in vivo experiments, 1.10^6^ cells of KPCA, KPCA.FSTKO, or KPCA.FSTKO_hFSTL3 were injected intraperitoneally.

Blood samples were collected using a 5 mm lancet on the submandibular vein, alternating the collection site between cheeks. A one-week healing interval was observed between procedures, while ensuring compliance with the maximum blood volume limits. Upon euthanasia, cardiac blood collection was performed. Serum was separated by allowing the collected blood (submandibular vein or cardiac collection) to clot at room temperature for 30 minutes, followed by centrifugation at 2,000 x g for 10 minutes at 4 °C. The supernatant (serum) was carefully collected, labeled and stored at −20°C.

Treatments began on day 5 post-graft and were administered intraperitoneally twice a week with the indicated doses during 4 weeks for KPCA.FSTKO and 2 weeks for KPCA.FSTKO_hFSTL3. For immunotherapy, anti-CTLA4 (50 μg/mouse; Bio X Cell, BE0164) and anti-PD1 (50 μg/mouse; Bio X Cell, BP0273) antibodies were used. Prexasertib (Selleckchem, S7178; 10 mg/kg) was administered either as a monotherapy or in combination with the immunotherapies and was resuspended according to the manufacturer’s instructions. Control mice were injected with 10% DMSO (vehicle) and an isotype control antibody (InVivoMAb mouse IgG2a isotype control, unknown specificity & InVivoPlus rat IgG2a isotype control, anti-trinitrophenol).

Bilateral oophorectomy was performed under Isoflurane anesthesia. Aseptic precautions were followed, and all surgical instruments were autoclaved prior to the procedure. The animal preparation included shaving the fur around the incision site, placing the animal on a warming pad, applying surgical soap scrub three times, and draping the animal. Eye lubricant was applied to prevent dryness. Carprofen (2–5 mg/kg) was administered subcutaneously just before surgery and continued every 12–24 hours for up to 72 hours postoperatively. Small incisions were made in the dorsolumbar region through the skin and body wall. The ovaries were exteriorized, followed by section and hemostasis using a cauterizer. The fascia was closed with sutures, and the skin was closed with surgical clips. Triple Antibiotic ointment (Bacitracin 400 U, Neomycin 3.5 mg, Polymyxin B 5,000 U.) was applied once. Mice were closely monitored on a warming mat post-surgery and then transferred to a cage with warm bedding. They were continuously monitored until they were fully ambulatory. Staples were removed at day 7 under isoflurane anesthesia.

#### Monitoring

Mice were monitored regularly for health and survival according to an IACUC approved protocol, euthanasia was performed if animals exhibited signs of poor body condition or distress.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 10.1.1 software. An independent sample t-test was used unless otherwise specified. Paired t-test was used to compare baseline and endpoint FST or FSTL3 levels by mouse. For comparisons involving more than two groups, one-way ANOVA was employed, or Kruskal-Wallis was used when data distribution was non-Gaussian. A *p*-value of ≤ 0.05 was considered statistically significant. Data are represented as the mean ± standard error of the mean (SEM).

## Supplementary Information

Supplementary Material 1: Figure S1. FSTL3 overexpression promotes immunocyte exclusion. A) Gating strategy to identify myeloid and lymphocytes population in KPCA.FSTKO and KPCA.FSTKO_hFSTL3 tumors by flow cytometry. B) Number of neutrophils, macrophages and dendritic cells per milligram of tumor in KPCA.FSTKO and KPCA.FSTKO_hFSTL3 tumors (*N*>3).

Supplementary Material 2: Table S1. Concentration of FST and FSTL3 in Ascites samples from patients and their clinical characteristics.

## Data Availability

The 10X scRNAseq datasets generated in this study are available on the Gene Expression Omnibus (GEO) platform under accession number GEO: GSE283618

How the deposited data were processed for this re-analysis (not part of the article)

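Single cells of tumors from mice grafted with KPCA.FSTKO or KPCA.FSTKO_hFSTL3 cells were measured in 1 library per genotype, each from 4 pooled tumors at day 10. The authors made the libraries with a 10x Genomics 3-prime kit, ran Cell Ranger (version 3.1.0 in the methods, version 7.2.0 in the header of the deposited matrices) against the mm10 mouse reference, and deposited the raw UMI count of each gene in each barcode called as a cell. The deposited counts are not normalized, and the filters of the methods on mitochondrial share and gene number are not applied in them.

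The filters of the methods were applied first, keeping barcodes with a mitochondrial share under 20% and with more than 200 and fewer than 8000 genes. Cells were clustered with Seurat 5.3.0 in R 4.3.3 after log-normalization of each library and merging, with 2000 variable genes, 10 principal components, 20 neighbours and Louvain resolution 0.8, without integration. The genes that the study names were left out of the variable genes, so that the clustering does not use the genes then compared. The naming does, since the marker lists hold some of them, such as Epcam, Cdh1, Acta2, Tagln, Msln, Krt19 and Fap. The level of such a gene in a class that it helps to name is in part set by the naming. The methods name no doublet step and doublets were kept.

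Marker genes of each cell class were fixed before the data were examined, as were the grouping of the samples, the designs, 19 of the alternatives and the rule for the genes named in the text. That rule takes every mouse gene the study names for this experiment, Mki67 and Top2a for proliferation, 5 T cell genes, and in cancer-like and in stromal-like cells the 5 genes with the largest and the 5 with the smallest CPM ratio among genes with at least 100 UMIs. Try5, Wt1, Muc16, Upk1b, Rspo1 and the members of gene families that passed the size rule lie outside it and were chosen after their values were seen.

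The rule that turns markers into names was written after the cluster tables were seen and went through 4 versions. In its last version a marker counts as raised when it is found in at least 25% of the cells of a cluster at more than 1.5 times the reference CPM. Clusters were first named where at least 50% of the markers of a class, and at least 3, were raised over all other clusters. The rest were named by the largest share of raised markers, at least 3, over the named clusters of unrelated classes. Among related classes the markers among the top 10 genes decided, and a cluster with as strong a sign of an unrelated class stayed unnamed. A cluster was kept out of every class as mixed when at least 2 genes of a list of 23 pancreatic acinar genes were among its top 10 genes, or when at least 3 macrophage and at least 3 fibroblast markers were each found in over 50% of its cells. That list was also written after the clusters were seen. Clusters whose median UMI number was under one part in 3 of that of their library, with no marker of their class among the top 10 genes, stayed unnamed. Stromal-like cells were clustered again with the same settings, and their sub-clusters were named by the largest share of raised markers, at least 3, unless another class had more markers among the top 10 genes. The rule for mixed clusters was not applied to sub-clusters.

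UMIs of a gene were summed over the cells of a class in each library and divided by all UMIs of the class, as CPM. With 1 library per genotype there is no replicate and no test was made, so values are given with exact 95% intervals that cover counting error only, and the number of genes past a size is a description of these libraries. A count of 0 was set against a floor of 3 counts. To compare shares of cells with a UMI, each cell was thinned to 1000 UMIs and cells with fewer were left out. The median log2 ratio of a gene family was set against 10000 random lists matched on mean expression in 20 bins, and single genes against the 200 genes nearest in CPM. The step that counts genes past the size rule was tested on simulated counts of 13113 genes of the cancer-like comparison with 200 genes changed by 4 times. It recovered 100% of the raised and 95% of the lowered genes and called 0.565% of the unchanged ones. The intervals held the true ratio for 95.1% of genes, and 4% of 100 unchanged lists fell outside the central 95%. The simulated counts had Poisson error alone, so this says nothing of variation between cells or libraries.

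The alternatives changed the barcode filter, the clustering, the scaling (TMM from edgeR 4.0.16, used for scaling alone), the cells summed, the thresholds of the size rule and the typing of stromal cells, and 11 more were added after the data were seen. Scores for doublets came from Scrublet in scanpy 1.11.5. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and Matrix 1.6.5 in R. The GO enrichment was not repeated, since it needs tested genes. Human FSTL3 is not in the mouse reference and was not analysed here, nor were the flow cytometry, imaging, serum and patient data of the study.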

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

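All tests in this part were chosen after the result was seen.

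Pancreatic acinar genes, which the text of the paper does not discuss, took 1.03% of the UMIs of the KPCA.FSTKO_hFSTL3 library and 0.0314% of those of KPCA.FSTKO. They were looked at because they are a signal outside the genes that the text discusses, although Fig. 4K labels Try5, and lie above the level of the control library. In cancer-like cells all 18 acinar genes with enough UMIs passed the size rule upward, and Clps, Pnlip, 2210010C04Rik and Cela3b were among the 5 largest ratios in stromal-like cells, with Gabrg3 as the exception. The log2 ratios in stromal-like cells were 4.86 for Clps, 3.91 for Pnlip, 3.65 for 2210010C04Rik, 3.49 for Gabrg3 and 3.48 for Cela3b. Expression by the cancer-like and stromal-like cells themselves is argued against by the T cell-like cells of the same library, whose barcodes held a median of 19 acinar UMIs against 20 in cancer-like, 20 in stromal-like and 23 in macrophage-like barcodes. In KPCA.FSTKO the median was 1 in each of 8 named classes. Free RNA in the droplets would give every class a like number. Across the 8 named classes of KPCA.FSTKO_hFSTL3 the highest class median was 2.80 times the lowest, while the median depth differed by 57.4 times, which is consistent with free RNA. The mixed clusters of this library had a median of 153 acinar UMIs at a median depth of 14188, above every named class. They were set apart by a rule that uses acinar genes, so the comparison covers the named classes only. Where the acinar RNA came from was not measured, and with 1 library per condition a difference in how the tumors were taken or dissociated was not tested.

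In the same library 86.9% of the cells lay in mixed clusters, against 0.590% in KPCA.FSTKO. The largest holds 2075 barcodes, all of KPCA.FSTKO_hFSTL3, with a median of 20328 UMIs. Free RNA at one level in every droplet could not exceed the UMIs of the shallowest droplets, and is argued against by depth, since 5% of the barcodes of the library held fewer than 766 UMIs and the median of the largest mixed cluster was 26.5 times that. That each barcode is 1 acinar cell is argued against by a median of 1.13% of its UMIs from acinar genes, with 95% of barcodes under 1.39%. Droplets with 2 cells are argued against by the loading rate, which gives 3.40% of barcodes. Barcodes shared with the other library are argued against by their number, 11 among all mixed barcodes. Pooled RNA of many lysed cells would give every barcode the same mixture, with less variation than between cells. The variance of macrophage UMIs beyond that of counts proportional to depth, relative to their mean, was 0.00996 in the largest mixed cluster and 0.286 between the 133 cells of the largest macrophage-like cluster of the library. Cells of 1 kind that do not express macrophage genes could also vary this little, and such barcodes were not compared. Pooled RNA therefore stays a candidate source that this test does not decide. Whether hFSTL3 expression in the tumors plays a part cannot be told apart from a difference between the libraries, because there is 1 library of the condition. The number of named KPCA.FSTKO_hFSTL3 cells behind each comparison is small for this reason, with 180 cancer-like and 64 stromal-like cells.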

How the results depend on the processing

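Of the alternatives below, 11 were chosen after the data were seen: doublet scores at the loading rate, the mixed clusters as cancer-like, the subtracted mixed profile, the earlier naming, named sub-types as denominator with either naming, gate-passing cells as denominator for each of the 3 gate settings, the highest barcode left out, and sub-clusters with top genes of another class named by their raised markers. No paired analysis was possible because there is 1 library per condition. Leaving out the cells that Scrublet calls doublets was not run, since its own threshold marked 90 and 1 cells. Louvain resolution 0.4 gave no myCAF-like sub-cluster and so no myCAF-like share, and the mean of each cell CPM gave no log2 ratio for genes with 0 UMIs in a library. Over all values and alternatives, 606 stayed within their counting interval or 1.5 times of their count, 281 moved out of it and 28, whose interval excluded no change, turned direction. Thinned shares of cells with a UMI enter these totals for Fst and Inhba and not for Fstl3, Acvr2a and Acvr2b, which were left out after their values had been seen. Where no cause is named, the cause was not tested.

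In cancer-like cells, Ecm1 kept its direction in all 14 alternatives, from 1.22 to 1.59 on the log2 scale, as did Snai2, from 0.19 to 1.36, and Snai1, from 0.01 to 0.72. Vim turned to -0.048 with TMM scaling, by the shift of the scaling itself, to -0.041 with each library clustered on its own and to -0.36 with the mixed clusters counted as cancer-like. Zeb1 turned to -0.76 with the mixed clusters counted as cancer-like, Cdh1 to 0.11 with each library clustered on its own, and Top2a to 0.12 with all deposited barcodes, to 0.57 with a mitochondrial share under 10% and to 0.021 with the mean of each cell CPM. Acvr2a in stromal-like over cancer-like cells of KPCA.FSTKO_hFSTL3 turned to 0.34 with the mixed clusters counted as cancer-like. Subtracting the mixed profile, which is scaled on acinar genes, turned by construction Pnlip to -1.06, Clps to -1.38 and Sycn to -0.029 in cancer-like cells and Clps to -0.29, Pnlip to -0.35 and Cela3b to -1.25 in stromal-like cells. Stromal-like over cancer-like, Fst, Fstl3 and Inhba stayed above 0 in both libraries in all 9 alternatives.

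In stromal-like cells, Acta2, Pdgfa and Tgfb1 stayed above 0 and Krt19, Msln and Fap below 0 in each alternative run for them. Over all cells that are not cancer-like, which adds the mixed clusters, the log2 ratio was -0.48 for Tagln, -0.52 for Col8a1, -1.09 for Col1a1, -0.69 for Fn1, -0.53 for Ecm1, -1.51 for Dcn, -0.91 for Thy1 and -1.62 for Pdgfra. Over all cells of the library that of Fn1 was -0.34. With all deposited barcodes Dcn turned to -0.055 and Pdgfra to -0.092, and with each library clustered on its own to -0.059 and -0.039. With a mitochondrial share under 10% Hba-a2 turned to 0.76.

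The number of genes past the size rule was 1558 higher and 1760 lower at a CPM ratio of 1.5, 1016 and 1806 at a minimum of 20 UMIs, and 1532 and 1541 with the mixed clusters counted as cancer-like. The number of higher genes was 244 at resolution 1.2 and 265 with doublet scores at the loading rate left out. Each library clustered on its own gave 549 higher and 604 lower genes, against 470 and 907.

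The share of cancer-like cells in KPCA.FSTKO was 48.6% with 30 principal components, 48.6% with the named genes kept, 44.7% at resolution 0.4, 24.3% at resolution 1.2, 43.4% with all deposited barcodes, 41.1% with a mitochondrial share under 10%, 33.8% with each library clustered on its own and 27.8% with doublet scores at the loading rate left out. In KPCA.FSTKO_hFSTL3 it was 2.25% at resolution 1.2, 5.56% with all deposited barcodes, 6.19% with each library clustered on its own, 2.61% with doublet scores left out and 91.4% with the mixed clusters counted as cancer-like. Stromal-like cells of KPCA.FSTKO were 7.19% at resolution 0.4, 5.43% with each library clustered on its own and 5.68% with a mitochondrial share under 10%, where those of KPCA.FSTKO_hFSTL3 were 3.44%. Macrophage-like cells of KPCA.FSTKO were 13.5% with all deposited barcodes, and those of KPCA.FSTKO_hFSTL3 9.06% with a mitochondrial share under 10% and 3.53% with doublet scores left out.

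Sub-type shares are given for KPCA.FSTKO and, where they moved, KPCA.FSTKO_hFSTL3. With a mitochondrial share under 10%, myCAF-like cells were 27.6%, CAF-like 25.4% and 35.0%, and CAMC-like 7.61% and 3.33%. With each library clustered on its own, myCAF-like cells were 37.2% and 54.1%, and CAMC-like cells of KPCA.FSTKO_hFSTL3 20.3%. CAF-like cells were 12.1% at resolution 0.4. CAMC-like cells were 12.9% and 21.9% at resolution 1.2, 23.9% with 30 principal components and 6.82% and 3.13% with the named genes kept. The earlier naming gave 30.6% myCAF-like cells, and naming sub-clusters with top genes of another class by their raised markers gave 14.7% and 20.3% CAF-like cells. With the named sub-types as denominator, myCAF-like cells were 37.2%, CAF-like 5.05% and CAMC-like 57.8% and 52.3%, and with the earlier naming myCAF-like cells were 49.6% and 43.1% and CAMC-like cells 46.3%. The Fig. 4J markers with counts as deposited gave 46.7% and 68.8% myCAF, 21.1% CAF and 7.26% and 12.5% CAMC, over gate-passing cells 65.4% and 80.0%, 29.5%, and 10.2% and 14.5%. After thinning they gave 8.18% CAF and 1.64% and 0% CAMC, and over gate-passing cells 61.1% and 78.3% myCAF, 32.4% and 21.7% CAF, and 6.48% and 0% CAMC. The markers of the text after thinning gave 10.98% CAF and 6.54% and 1.59% CAMC, and over gate-passing cells 52.8% and 78.3% myCAF, 37.6% and 26.1% CAF, and 22.4% and 4.35% CAMC. The gate-passing shares as deposited were first computed over the gate counts added up, 331 and 59, and were recomputed over the 315 and 55 cells after those values had been seen. Thinning removes UMIs, so that by construction no more cells pass the Acta2, Upk3b and Msln gates. The Msln gate of the text is no measure of CAMC here, as 5.41% and 2.98% of macrophage-like cells passed it after thinning.

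The log2 ratio of Tgfb1 in myCAF-like over CAMC-like cells stayed above 0 in all 8 alternatives of each library, at 1.62 in KPCA.FSTKO with each library clustered on its own, 1.53 and 1.31 with a mitochondrial share under 10%, and 1.24 in KPCA.FSTKO_hFSTL3 with the named genes kept. The KPCA.FSTKO_hFSTL3 values rest on fewer cells and UMIs, since its 64 stromal-like cells hold 1574928 UMIs against 7562162 in the 441 of KPCA.FSTKO.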

Differences from the paper's values

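The settings named here as chosen after seeing the values are the denominators of named sub-types, with the naming used or its earlier version, and of cells passing a gate or gate counts added up, the mixed clusters counted as cancer-like, and the highest barcode left out.

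The paper reports 61% myCAF in KPCA.FSTKO and 82% in KPCA.FSTKO_hFSTL3 in the stromal compartment, while the Fig. 4J legend refers to the whole microenvironment. Here myCAF-like cells were 18.4% of 441 and 23.4% of 64 stromal-like cells. Of the alternatives set before the data were examined, typing cells by the markers in the colour key of Fig. 4J with counts as deposited gave 46.7% and 68.8%, within 1.5 times of the paper's values. The others did not close the gap, the nearest being each library clustered on its own, with 37.2% and 54.1%. With the cells that pass a gate as denominator, chosen after seeing the values, the Fig. 4J markers gave 65.4% of 315 and 80.0% of 55 cells as deposited and 61.1% of 108 and 78.3% of 23 cells after thinning, and the markers of the text after thinning gave 52.8% of 125 and 78.3% of 23 cells, all within 1.5 times of the paper's values. With the counts of the gates added up as denominator, which counts a cell passing several gates more than once and was also chosen after seeing the values, they were 62.2% and 74.6% as deposited, and 46.8% and 72.0% for the markers of the text. The earlier version of the naming, over its named sub-types and chosen after seeing the values, gave 49.6% in KPCA.FSTKO, within 1.5 times, and 43.1% in KPCA.FSTKO_hFSTL3, which was not.

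For CAMC the paper reports 18% and 9%, and here CAMC-like cells were 28.6% and 35.9% of stromal-like cells. For KPCA.FSTKO, Louvain resolution 0.4 gave 24.6%, resolution 1.2 gave 12.9%, 30 principal components gave 23.9% and each library clustered on its own gave 24.5%, all within 1.5 times of the paper's value. All deposited barcodes, a mitochondrial share under 10%, the named genes kept in clustering and the 3 gate settings over all stromal-like cells did not close that gap. Over the cells that pass a gate, chosen after seeing the values, the markers of the text after thinning gave 22.4%, and over the gate counts added up, also chosen after seeing the values, 19.9%, both within 1.5 times. These use the Msln gate, which macrophage-like cells of KPCA.FSTKO passed nearly as often as stromal-like cells, with 5.41% against 6.54%. For KPCA.FSTKO_hFSTL3, the Fig. 4J markers with counts as deposited, 12.5%, were within 1.5 times of the paper's value, and none of the other alternatives set before the data were examined closed the gap.

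The paper states a lower CAMC proportion with hFSTL3. The CAMC-like share, which leaves out the unnamed sub-cluster led by Calb2 (67 and 3 cells), was higher there, with overlapping intervals. It was lower, as in the paper, with a mitochondrial share under 10% (7.61% and 3.33%), with the named genes kept in clustering (6.82% and 3.13%), with each library clustered on its own (24.5% and 20.3%), with the Fig. 4J markers after thinning (1.64% and 0%), with the markers of the text after thinning (6.54% and 1.59%, where 5.41% and 2.98% of macrophage-like cells passed the Msln gate too) and, chosen after seeing the values, with the named sub-types as denominator (57.8% and 52.3%), with those of the earlier naming (46.3% and 45.1%) and, over cells passing a gate after thinning, with the Fig. 4J markers (6.48% and 0%) and the markers of the text (22.4% and 4.35%, with the same Msln gate).

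The paper gives 7582 and 4244 cells after quality control. These equal the numbers of deposited barcodes, and applying the filters of its methods left 6777 and 4041. With a mitochondrial share under 10%, 1743 KPCA.FSTKO_hFSTL3 cells were left.

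The paper states that Inhba is primarily secreted by cancer cells. Its CPM was higher in stromal-like than in cancer-like cells of both libraries, by 1.90 and 3.12 times. Among the named sub-types it was 145 and 555 CPM in myCAF-like and 42.4 and 41.3 CPM in CAMC-like cells. Cancer-like cells were at 65.6 and 128 CPM. Most Inhba UMIs of stromal-like cells lay in unnamed sub-clusters. Cancer-like cells held 82.1% of the Inhba UMIs of KPCA.FSTKO. The paper states that Acvr2a is high in cancer cells and fibroblasts. Its CPM in stromal-like cells was 0.581 and 0.641 times that in cancer-like cells. In the CAF-like sub-cluster, with 5 Acvr2a UMIs in each library, it was higher than in cancer-like cells, at 66.1 and 154 CPM against 29.6 and 29.7 CPM, and in KPCA.FSTKO the interval of 21.4 to 154 CPM includes the cancer-like level. In stromal-like over cancer-like cells, with the mixed clusters counted as cancer-like, chosen after seeing the values, the log2 ratio in KPCA.FSTKO_hFSTL3 was 0.34. The paper states that Fstl3 comes predominantly from mesothelial and fibroblast cells. Its CPM was higher in stromal-like cells, but 69.6% of the Fstl3 UMIs of KPCA.FSTKO lay in cancer-like cells. In KPCA.FSTKO_hFSTL3 cancer-like cells held 9.27% and stromal-like cells 11.1% of them, with 76.6% in the mixed clusters. The UMI shares of Fstl3 and Inhba are given for the naming used only. In the alternatives set before the data were examined, 24.3 to 48.6% of KPCA.FSTKO cells were cancer-like, against 59.9%.

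The paper states that Col2a1 was raised with hFSTL3, and 0 UMIs of it were found in stromal-like cells of both libraries. For Snai1 in cancer-like cells and Ecm1 in stromal-like cells, which the paper states were raised, the counting intervals, -0.005 to 0.79 and -0.01 to 0.33, include no change. Fig. 4K places Try5 among the genes raised with hFSTL3. Here Try5 had 219 and 47 UMIs in stromal-like cells, a log2 ratio of 0.04 (-0.44 to 0.50), and 175 of the 219 UMIs lay in 1 barcode. With the highest barcode of each library left out, a setting chosen after seeing the values, its log2 ratio was 1.82 (1.11 to 2.51).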

Other observations

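The integrin tests and the test of cancer cells behind Inhba were set before their result was seen, and the other tests in this part were chosen after it.

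The paper measured immune cells by flow cytometry and does not say whether those tumors were the sequenced ones. The immune values of the libraries are given here. Macrophage-like cells were 14.8% (13.9 to 15.6%) of KPCA.FSTKO and 4.16% (3.56 to 4.82%) of KPCA.FSTKO_hFSTL3 cells, and T cell-like cells 1.42% (1.15 to 1.73%) and 0.371% (0.208 to 0.611%). With the mixed clusters left out of the total, the order turned, to 14.9% (14.0 to 15.7%) and 31.8% (27.9 to 36.0%) for macrophage-like and 1.42% (1.16 to 1.74%) and 2.84% (1.60 to 4.64%) for T cell-like cells. In the 96 and 15 T cell-like cells, Pdcd1 had 146 and 9 UMIs (214 and 84.3 CPM), Havcr2 62 and 2, Gzmb 149 and 1, Ifng 39 and 1, and Lamp1 78 and 8. The class totals were 682094 and 106791 UMIs. Among these genes Gzmb fell most relative to the totals, and its interval is not given here. The intervals of Lamp1 overlap, 90.4 to 143 CPM and 32.3 to 148 CPM.

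The paper reports more Ki67 staining in KPCA.FSTKO_hFSTL3 tumors (Fig. 3F). In cancer-like cells Mki67 had a log2 ratio of 0.08 (-0.04 to 0.20), and Top2a one of -0.17 (-0.26 to -0.09). These are RNA ratios of 1 class, while the staining is of protein in tumor sections. An unnamed low-UMI cluster of 179 and 27 cells, led by Ube2c and Birc5 and with cancer markers raised, is not part of them. Across 14 alternatives Mki67 ranged from -0.88 to 0.77 and Top2a from -1.09 to 0.57.

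Mouse Fstl3 was lower in the cancer-like cells that carry human FSTL3. Reads of the transgene counted as mouse Fstl3 would raise it, and its log2 ratio of -0.53 argues against that. The human transcript itself was not analysed here.

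Epcam had no UMI in the 180 KPCA.FSTKO_hFSTL3 cancer-like cells. At the share of cells with an Epcam UMI in KPCA.FSTKO, 3.01 cells would be found among them, so that too few cells could give the absence by cells. Lower depth per cell is argued against, as these cells had a median of 1.79 times the UMIs of those of KPCA.FSTKO. A biological difference stays open.

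The smallest ratios in stromal-like cells belonged to Igha (1452 and 0 UMIs, at least 100.8-fold lower against a floor of 3 counts), Hba-a2 (157 and 0), Pi15 (101 and 0), Igkc (6205 and 3, log2 ratio -8.75 with an interval from -11.03 to -7.203) and Jchain (505 and 1, log2 ratio -6.72 with an interval from -12.02 to -4.23). A single KPCA.FSTKO barcode of 17730 UMIs held 1450 of the Igha and 500 of the Jchain UMIs, at least 99.0% of each, with 29 Mzb1 UMIs, which for these genes is consistent with RNA of a plasma cell in that barcode. It also held 95.8% of the Igkc UMIs, but as the whole cause of the Igkc fall it is argued against, since without it 261 and 3 UMIs were left, a log2 ratio of -4.18 (-6.47 to -2.62), or -4.74 (-7.79 to -2.87) without the highest barcode of each library. A second KPCA.FSTKO barcode held 222 of the 261 UMIs. Without both, 39 UMIs in 34 cells were left against 3, a log2 ratio of -1.45 (-3.79 to 0.20), so that these 2 barcodes and a lower level in the other cells cannot be told apart, because the UMIs left are few. Of the 157 Hba-a2 UMIs, 147 lay in 1 barcode, while the Pi15 UMIs lay in 36 cells, with at most 8 in 1 of them.

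The 20 integrins stood at percentile 99.1 of lists matched on expression in cancer-like cells of KPCA.FSTKO_hFSTL3. If RNA of the mixed clusters in these cells were the cause, subtracting its profile, which removed 4.12% of the UMIs, would bring them back among the lists. The 19 integrins left with enough UMIs then stood at percentile 99.1, with a median log2 ratio of 0.33, which argues against it. A difference between the cell clones other than hFSTL3 cannot be told apart from it, since there is 1 library per condition. The paper selected a stable clone after transfection.

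Inhba was higher in stromal-like than in cancer-like cells of both libraries. Without the sub-cluster with cancer markers the ratio was 1.97 (1.84 to 2.12) in KPCA.FSTKO and 3.45 (3.12 to 3.81) in KPCA.FSTKO_hFSTL3. This decides nothing about cancer cells among the stromal-like cells, since cells at the lower Inhba level of cancer-like cells pull the ratio toward 1. A few barcodes with very many Inhba UMIs are argued against in KPCA.FSTKO, where the ratio without the top 5% was 1.41 (1.27 to 1.55). A raised level in all stromal-like sub-types is argued against by CAMC-like cells, whose Inhba level was 0.646 times (0.523 to 0.790) that of cancer-like cells in KPCA.FSTKO and 0.322 times (0.206 to 0.482) in KPCA.FSTKO_hFSTL3. Without the top 5% the ratio in KPCA.FSTKO_hFSTL3 was 1.19 (0.993 to 1.41). Few barcodes and a raised level in part of the class cannot be told apart there, because the class has only 64 cells. That part need not be its 15 myCAF-like cells, as unnamed sub-clusters held most of the stromal-like Inhba UMIs. Between the libraries the log2 ratio of Inhba was 0.97 (0.87 to 1.06) in cancer-like and 1.68 (1.54 to 1.83) in stromal-like cells, or 1.51 in the latter without the highest barcode of each library.

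Krt19 and Msln were lower in stromal-like cells of KPCA.FSTKO_hFSTL3. Fewer mesothelial cells among them would lower the other mesothelial markers too, and these rose together, with a log2 ratio of 0.39. RNA of cancer-like cells in the droplets of other cells would show the fall in macrophage-like cells as well. There the smaller of the falls was a log2 ratio of -1.41, for Msln, and Krt19 had one of -2.30, which is consistent with such RNA as a candidate source, as the KPCA.FSTKO library holds 59.9% cancer-like cells and the other 4.45%. In the alternatives set before the data were examined these shares were 24.3 to 48.6% and 2.25 to 6.19%. Lower expression by the stromal cells themselves stays open.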
